# Chromatin accessibility identifies diversity in mesenchymal stem cells from different tissue origins

**DOI:** 10.1038/s41598-018-36057-0

**Published:** 2018-12-10

**Authors:** Yen-Ting Ho, Takashi Shimbo, Edward Wijaya, Yuya Ouchi, Eiichi Takaki, Ryoma Yamamoto, Yasushi Kikuchi, Yasufumi Kaneda, Katsuto Tamai

## Abstract

Mesenchymal stem cells (MSCs), which can differentiate into tri-lineage (osteoblast, adipocyte, and chondrocyte) and suppress inflammation, are promising tools for regenerative medicine. MSCs are phenotypically diverse based on their tissue origins. However, the mechanisms underlying cell-type-specific gene expression patterns are not fully understood due to the lack of suitable strategy to identify the diversity. In this study, we investigated gene expression programs and chromatin accessibilities of MSCs by whole-transcriptome RNA-seq analysis and an assay for transposase-accessible chromatin using sequencing (ATAC-seq). We isolated MSCs from four tissues (femoral and vertebral bone marrow, adipose tissue, and lung) and analysed their molecular signatures. RNA-seq identified the expression of MSC markers and both RNA-seq and ATAC-seq successfully clustered the MSCs based on their tissue origins. Interestingly, clustering based on tissue origin was more accurate with chromatin accessibility signatures than with transcriptome profiles. Furthermore, we identified transcription factors potentially involved in establishing cell-type specific chromatin structures. Thus, epigenome analysis is useful to analyse MSC identity and can be utilized to characterize these cells for clinical use.

## Introduction

Mesenchymal stem cells (MSCs) have unique differentiation potential toward three mesenchymal lineages including osteoblast, adipocyte, and chondrocyte^1,2^. It was also shown that the differentiation potential of MSCs is not limited to the mesenchymal lineage; specifically, MSCs can also differentiate into ectodermal and endodermal lineages^3^. In addition to their marked differentiation potential, MSCs exert immunosuppressive activity by secreting cytokines such as TSG-6^4^. These unique features make MSCs a promising tool for regenerative medicine for intractable diseases. We previously showed that MSCs have critical roles in tissue regeneration in the damaged skin and can be utilized for the treatment of the intractable genetic skin disease epidermolysis bullosa (EB)^5^. Others have also shown that these cells are potentially useful for various diseases including ischemic stroke and graft-versus host disease^6–9^. Thus, MSCs are anticipated to be effective for treating intractable diseases that require tissue regeneration and immunosuppression.

MSCs are known to have phenotypic diversity^10^. Different factors including tissue origin, gender, age, or culture conditions, can affect the characteristics of these cells^11^. Among these, tissue origin is a key determinant of cell phenotype. MSCs were originally isolated from the bone marrow, but recently it was shown that they can be isolated from multiple tissues such as adipose, lung, umbilical cord, or dental pulp^12–14^. These MSCs with different tissue origins are unique in terms of growth rate, differentiation potential, or cell morphology^15,16^. However, the gold standard to identify the molecular identity of MSCs has not been established. Although cell surface marker analysis using FACS is a standard method to confirm the identity of MSCs, this assay cannot fully account for such diversity, probably because FACS is limited by the number of proteins that it can analyse. Thus, it is essential to uncover the detailed molecular mechanisms that establish MSC diversity.

Recently, the epigenome, a set of information regarding chemical modifications to DNA and DNA-associated proteins, has been extensively analysed to understand the molecular signatures that specify cell identity^17^. Each cell type has a unique epigenome that is used to establish cell-type specific gene expression programs. These cell-type specific gene expression programs are dependent on the well-organized deposition of regulatory proteins such as transcription factors, RNA polymerase, or chromatin remodellers^18,19^. Regulatory proteins dynamically control the 3D structure of the genome and modulate the accessibility of chromatin to establish cell-type specific gene expression programs^20^. To efficiently analyse chromatin accessibility, the assay for transposase-accessible chromatin using sequencing (ATAC-seq) has been recently developed^21^. As ATAC-seq requires fewer cells and handlings compared to conventional techniques, it has been used for various types of cells and has successfully identified their chromatin accessibility profiles^22^.

Here, we describe the comprehensive analysis of MSC signatures to reveal the molecular mechanisms underlying their diversity. Using cells isolated from different tissues as a model to analyse MSC diversity, we simultaneously assessed chromatin accessibility and the transcriptome of MSCs and showed that compared to transcriptome analysis, chromatin accessibility is a superior indicator for cell type identification. We also mapped the regulatory landscape of transcription factors in MSCs to establish cell-type specific gene expression programs.

## Results

### Isolation and validation of MSCs

We first isolated MSCs from four different tissues (femoral bone marrow, vertebral bone marrow, adipose, and pulmonary) using well established protocols (see Experimental Procedures section). We chose these four tissues based on our rationale as follows. In general, the tissue source for MSCs can be categorized as bone marrow or non-bone marrow. First, we chose femoral bone marrow and adipose tissue because these are major sources of bone marrow-type and non-bone marrow MSCs, respectively. To facilitate comparisons within bone marrow type MSCs or non-bone marrow type MSCs, we additionally chose vertebral bone marrow and pulmonary tissue, as the MSCs from these tissues were previously shown to have unique properties^23,24^. Because tissue origin has been implicated in affecting the phenotypes or characteristics of MSCs, we used these cells to model the diversity of MSCs^25^. We collected the four tissues from identical mice and to minimize biological variability, we collected MSCs from three mice (Fig. S1a). To validate the cell isolation and culture protocols, we analysed surface markers on the isolated MSCs by FACS (Fig. 1a and Fig. S1b). All MSCs were positive for MSC makers (CD29, CD44, Sca-1, and CD106) but were negative for non-MSC markers (CD31, CD34, and CD45). In addition, the expression levels of each surface protein were highly consistent among the biological replicates (Fig. 1b). These data confirmed that MSCs were successfully isolated from four different tissues.

**Figure 1:**
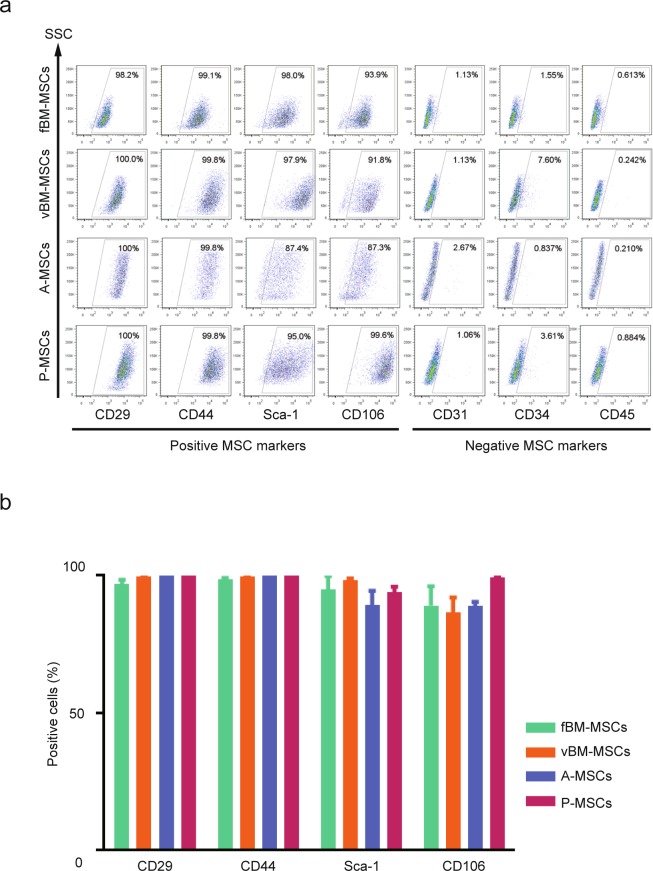
Characterization of cell surface markers on mesenchymal stem cells (MSCs) from different tissue origins. (**a**) Flow cytometric analysis of cell surface markers on isolated MSCs. Positive MSC markers (CD29, CD44, Sca-1, and CD106) and negative MSC markers (CD31, CD34, and CD45) were quantified. Representative results are shown (n = 3). fBM-MSCs, femoral bone marrow MSCs; vBM-MSCs, vertebral bone marrow MSCs; A-MSCs, adipose tissue derived MSCs; P-MSCs, lung derived MSCs. (**b**) Percentages of positive cells for the different MSC markers are shown as mean ± SEM (n = 3).

### Tissue origin markedly affects MSC transcriptome

Next, to further validate the isolated MSCs, we performed whole transcriptome analysis using RNA-sequencing (RNA-seq). We constructed a total of 12 RNA-seq libraries (RNA from the MSCs of four different origins, with three biological replicates for each) using the Smart-seq2 method^26^. 

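Smart-seq2 copies polyadenylated RNA into full-length cDNA and amplifies it by PCR, so its reads carry neither strand information nor molecular identifiers. RNA came from MSCs used within 3 passages of culture. Of these libraries, 11 were analysed: 3 of fBM-MSCs, 2 of vBM-MSCs, 3 of A-MSCs and 3 of P-MSCs. Replicate 3 of the vBM-MSCs was not analysed here. The authors aligned the paired reads with STAR inside RSEM to the mouse genome mm10. For each library they deposited the expected count, the TPM and the FPKM of 24411 genes, listed by RefSeq symbol. RSEM shares a read that maps to several genes among them by its model, so the expected counts are not normalized and need not be whole. The expected counts summed to 19569650, 31805844 and 37180657 in the fBM-MSCs, replicates 1 to 3. They summed to 30047590 and 35831719 in the vBM-MSCs, to 31767591, 39802027 and 37580463 in the A-MSCs, and to 40517739, 31089045 and 34414200 in the P-MSCs. The median of all libraries was 34414200, and replicate 1 of the fBM-MSCs was the shallowest. The 10 genes with the highest counts took between 18.0% and 27.1% of a library. For tests, the expected counts were rounded to whole numbers and scaled by edgeR's TMM method, with factors between 0.915 and 1.10. All 11 libraries entered one model with tissue as the only term, since 2 vBM-MSC libraries give a weak estimate of spread by themselves. The 12509 genes with a CPM of at least 1 in at least 2 libraries were tested. Their median biological coefficient of variation between replicates was 19.8%. Distances between whole profiles were taken on log2(TPM + 1).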

First, to visualize differences in the transcriptomes among the four MSC groups, we performed principle component analysis (PCA) using all detected genes (Fig. 2a). 

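For the PCA, log2(TPM + 1) of the 17488 genes with any variance among the 11 libraries was centred and not scaled, as prcomp does by default. Components 1, 2 and 3 held 47.7%, 20.9% and 12.2% of the variance. On component 1 the fBM-MSCs lay at −56.2 ± 6.78 (SD, n = 3) and the vBM-MSCs at −33.8 ± 7.86 (SD, n = 2), against 26.2 ± 1.74 (SD, n = 3) for the A-MSCs and 52.5 ± 0.89 (SD, n = 3) for the P-MSCs. Component 2 set the A-MSCs, at 39.9 ± 3.38 (SD, n = 3), apart from the P-MSCs, at −32.9 ± 0.24 (SD, n = 3). On component 3 the vBM-MSCs lay at −43.0 ± 6.85 (SD, n = 2), and the fBM-MSCs, the nearest group on component 1, at 18.5 ± 5.20 (SD, n = 3). Each of these gaps exceeded the SDs of the groups it parts. Over all components, the variance between tissues relative to that within tissues, the pseudo-F of a distance-based analysis of variance, was 9.17. No other of the 15400 ways to part the libraries into groups of 3, 3, 3 and 2 gave as large a value (one-sided exact permutation test, p = 6.49e-05, the smallest p these libraries allow). Scaling each gene to unit variance moved it most, to 3.53, with the same p.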

The PCA plot clearly separated all four MSC groups, whereas biological replicates from identical tissues clustered together, suggesting that MSC tissue origin is strongly correlated with cell-type specific gene expression patterns. 

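Pearson's r between libraries was computed on log2(TPM + 1) of all 24411 genes, so the r of a pair is taken across genes, which are not independent replicates. The 10 pairs of libraries from one tissue had a mean r of 0.991, ranging from 0.983 to 0.996. The 45 pairs from different tissues had a mean of 0.964, ranging from 0.946 to 0.981. The 2 ranges did not overlap. Within a tissue, the mean r was 0.987 in fBM-MSCs, 0.987 in vBM-MSCs, 0.993 in A-MSCs and 0.996 in P-MSCs. The mean within tissues exceeded that between tissues by 0.0269, which no other partition of the libraries reached (one-sided exact permutation test over 15400 partitions, p = 6.49e-05, again the smallest possible). On TPM without logarithm the excess was 0.140.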

Pearson correlation analysis also confirmed the high correlation between tissue origin and gene expression patterns and confirmed that the biological replicates were in good agreement (Fig. 2b). To further analyse transcriptional differences among the four MSCs, we performed hierarchical clustering (see Experimental Procedures section) and again found that the samples clustered well depending on tissue origin, with all biological replicates clustering together (Fig. 2c). 

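Ward's clustering (ward.D2) on the distance 1 − r joined the replicates of each tissue before any tissues were joined. The last replicate joined its tissue at a height of 0.00453 in P-MSCs, 0.00774 in A-MSCs, 0.0128 in vBM-MSCs and 0.0166 in fBM-MSCs. The silhouette width of a library compares its distance to its own tissue with that to the nearest other tissue, and is 1 at best. It ranged from 0.8231 to 0.8305 in P-MSCs, from 0.685 to 0.733 in A-MSCs and from 0.415 to 0.543 in fBM-MSCs. It was 0.391 and 0.563 in the 2 vBM-MSC libraries. The mean silhouette of tissue in RNA-seq profiles was 0.638 (one-sided exact permutation test, p = 6.49e-05, the smallest possible), and it was 0.282 with Spearman's in place of Pearson's correlation, the setting that moved it most. The tree recovered the 4 tissues under every other setting tried and without any one library, but not on TPM without logarithm. The paper names TPM-based expression and mentions no logarithm, so that setting may be nearer to its own.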

Interestingly, the two bone marrow-derived MSC groups (femoral and vertebral) clustered relatively closely, as compared to the other MSCs, suggesting relatively similar, albeit distinct, transcriptomes between these groups. 

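In that tree the vBM-MSCs and fBM-MSCs joined at a height of 0.0375 and the P-MSCs and A-MSCs at 0.0418, with the top split between bone marrow and non-bone marrow MSCs at 0.0862. The mean r between fBM-MSCs and vBM-MSCs was 0.974 over its pairs of libraries, ranging from 0.964 to 0.981. The corresponding mean between A-MSCs and P-MSCs was 0.975. It was lower for vBM-MSCs and A-MSCs (0.969), fBM-MSCs and A-MSCs (0.959), vBM-MSCs and P-MSCs (0.959), and fBM-MSCs and P-MSCs (0.953). The bone marrow pair exceeded the mean of the 30 pairs of a bone marrow and a non-bone marrow library, 0.959, by 0.0152. The direction reversed on TPM without logarithm, which may be nearer to the paper's own setting.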

To further clarify cell type-specific gene expression profiles, we tried to identify the predominant gene expression signatures using the Iterative Clustering and Guide-gene Selection (ICGS) algorithm^27^. ICGS clustered the MSCs based on 12 gene clusters that are uniquely regulated among the cell types (Fig. 2d). To understand the molecular functions of the genes in each cluster, we performed pathway analysis using Ingenuity Pathway Analysis (IPA; Fig. 2e). The pathways related to bone physiology (e.g., role of osteoblasts, osteoclasts, and chondrocytes in rheumatoid arthritis or osteoarthritis pathway) and retinoid X receptor (RXR) activation were predicted for the clusters (cluster 1 to 6) uniquely expressed in bone marrow-derived MSCs (fBM-and vBM-MSCs, femoral bone marrow MSCs and vertebral bone marrow MSCs, respectively). 

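The IPA gene lists were not used here, and a list of 60 genes of osteoblast, osteoclast and chondrocyte biology and a list of 43 genes of LXR/RXR activation stood in for them. Of the bone list, 56 genes were tested. Their median log2 fold change between bone marrow and non-bone marrow MSCs was 1.72, against 0.03 for all tested genes. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 38 were higher in bone marrow MSCs and 2 lower, and 39 and 2 when adjusted over the list alone. As a set they ranked high with limma's camera test (inter-gene correlation preset at 0.01, adjusted p = 8.29e-09 over the 5 lists tested). With the correlation estimated from the data, the adjusted p rose to 0.0461, and with fry, a self-contained test, it was 3.75e-05. In a check added after the results were seen, 12 of 100 splits of the same libraries gave as large a result for the list. The splits regroup libraries whose tissues differ, and a camera p as small in either direction was counted. They therefore cannot decide whether the set result is rarer than a random grouping can give. Spp1, which encodes osteopontin, lies on chromosome 5 of mm10 from 104435111 to 104441053 and has between 6 and 8 exons. Its TPM was 49576 ± 30423 (SD, n = 3) in fBM-MSCs and 5299.8 ± 5285.6 (SD, n = 2) in vBM-MSCs, against 363 in A-MSCs and 221 in P-MSCs, a log2 fold change of 5.80 (SE 0.45, adjusted p = 1.84e-06 in the same edgeR test). The SDs show that single bone marrow libraries differed several-fold. Mmp13 rose by 4.99 (SE 0.50, adjusted p = 1.2e-05). Ibsp, on chromosome 5 from 104299287 to 104311472, had a TPM of 505 ± 439 (SD, n = 3) in fBM-MSCs and 169 ± 215 (SD, n = 2) in vBM-MSCs. Of the LXR/RXR list, 31 genes were tested, with a median log2 fold change of 0.42. Of these, 13 were higher and 5 lower in bone marrow MSCs, also when adjusted over the list alone. The camera test gave an adjusted p of 0.0301, and estimated correlation and fry gave 0.0461 and 1.88e-05. As large a result for this list came from 31 of 100 splits of the libraries, with the same limits. Rxra itself, on chromosome 2 from 27677201 to 27763319, had a TPM of 3.78 in fBM-MSCs, 3.19 in vBM-MSCs, 2.00 in A-MSCs and 2.16 in P-MSCs (log2 fold change 0.73, SE 0.17, adjusted p = 0.0047). Lpl of the same list went the other way, with a log2 fold change of −2.26 (SE 0.71, adjusted p = 0.0211).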

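Mismatch repair was represented by 23 genes, all of which were tested for a difference between P-MSCs and the mean of the other tissues. Their median log2 fold change was 1.28, while that of all genes was −0.01. In edgeR's test 19 genes were higher in P-MSCs and 1 lower, and 20 and 1 when adjusted over the list alone (camera, adjusted p = 7.15e-16). Exo1, an exonuclease gene on chromosome 1 of mm10 from 175880778 to 175911396, had a TPM of 5.84 ± 0.34 (SD, n = 3) in P-MSCs, against 0.227 in fBM-MSCs, 0.28 in vBM-MSCs and 1.46 in A-MSCs. Its log2 fold change was 3.56 (SE 0.20, adjusted p = 3.42e-07). Pcna, on chromosome 2 from 132249286 to 132253180, had a TPM of 368 ± 19.1 (SD, n = 3) in P-MSCs and between 120 and 191 in the other tissues (log2 fold change 1.18, SE 0.07, adjusted p = 5.36e-07). The gene that went down was Pold4, which overlaps Gm45928, by −1.07 (SE 0.19, adjusted p = 0.000734). Most of the list also serves DNA replication, and 30 genes of chromosomal replication rose more, with a median of 2.09, 26 higher and none lower (camera, adjusted p = 6.49e-36). Top2a among them had a log2 fold change of 2.63. Both calls held with fry and with the estimated correlation. For melatonin and serotonin degradation, 22 of 34 listed genes could be tested in A-MSCs against the other tissues. Their median log2 fold change was −0.01, with 6 genes higher and 6 lower, and 7 and 8 when adjusted over the list alone. The camera test did not call the list (adjusted p = 0.0672, and 0.0839 with the estimated correlation). The call depended on single libraries: the adjusted p was 0.0495 without fBM-MSC replicate 1, 0.0246 without fBM-MSC replicate 3 and 0.0376 without P-MSC replicate 1. It was 3.44e-05 with fry, which does not compare the list with other genes. Maob, on chromosome X from 16709281 to 16817366, encodes a monoamine oxidase and had a TPM of 14.0 ± 1.50 (SD, n = 3) in A-MSCs, against 2.56 in fBM-MSCs, 3.24 in vBM-MSCs and 3.94 in P-MSCs (log2 fold change 2.27, SE 0.20, adjusted p = 1.56e-05). Aldh1a3, on chromosome 7 from 66390892 to 66427477, had 64.6 ± 13.0 (SD, n = 3) in A-MSCs and at most 5.79 as the mean of another tissue (log2 fold change 5.76, SE 0.22, adjusted p = 7.19e-08). Maoa, the other monoamine oxidase gene, was highest in vBM-MSCs at 101 ± 28.6 TPM (SD, n = 2).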

Genes related to mismatch repair were predicted in the lung derived MSCs (P-MSC)-specific cluster (cluster 9) and genes related to melatonin/serotonin degradation were enriched in the adipose tissue derived MSCs (A-MSC)-specific cluster (cluster 12). To investigate how filtering genes into subsets affects the ICGS results, we tried a number of filtering options for RNA-seq using different cut-offs to obtain comparable ATAC-seq clustering results. We found that the filtering could improve the efficiency of clustering using RNA-seq results (Fig. 3). These data indicated that MSCs from different tissues have distinct and unique transcriptomes.

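AltAnalyze, which runs ICGS, was not used here, and its filters were applied to the TPM values directly. A gene was kept when its highest TPM was at least 4 and when at least 3 libraries differed from at least 3 others by the chosen FoldDiff. The fold was taken on TPM + 1. With 2 vBM-MSC libraries, a difference of vBM-MSCs alone cannot meet this rule, unlike in the paper, which had 3. The kept genes were centred, and the mean silhouette width of the 4 tissues on 1 − r was computed as for all genes. Without any filter the 24411 genes gave 0.640. The expression minimum alone left 9903 genes and gave 0.688. With FoldDiff 1.5 it was 0.731 (5446 genes), with FoldDiff 2 it was 0.759 (2597 genes), and with FoldDiff 3, the setting of Fig. 2d, it was 0.779 (1210 genes). Stricter cut-offs left 779, 545 and 398 genes at FoldDiff 4, 5 and 6 and gave 0.782, 0.782 and 0.779, so that the gain levelled off beyond FoldDiff 3. With 2 samples differing in place of 3, 1931 genes remained after filtering and gave 0.757. Genes kept by such a filter differ among the libraries by construction, so a wider separation on them is not an independent measure. The SD of the silhouette width over the 11 libraries on all genes was 0.162.

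**Figure D1:**
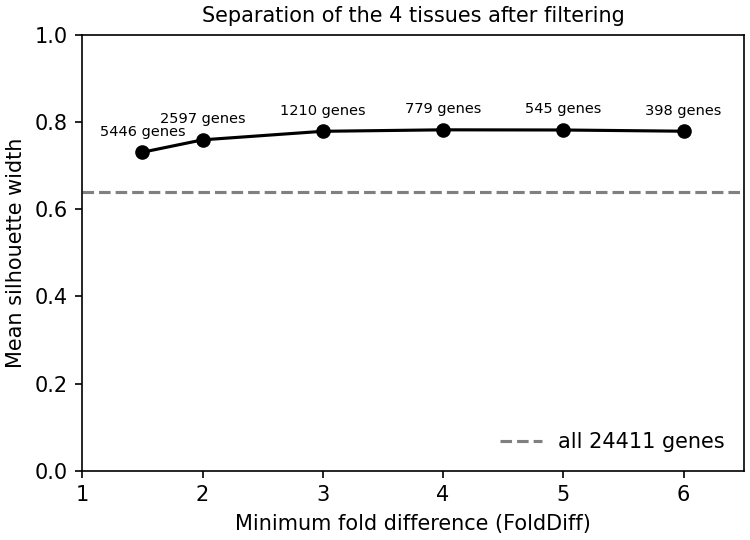
Mean silhouette width of the 4 tissues (vertical axis, no unit, 1 at best) against the minimum fold difference of the genes used (horizontal axis), computed on 1 − Pearson's r of centred log2(TPM + 1) over 11 libraries. The width rose from 0.731 at FoldDiff 1.5 to 0.779 at FoldDiff 3 and stayed between 0.779 and 0.782 from there.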

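In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05, 7583 of the 12509 genes differed among the 4 tissues, 2813 of them by at least 3-fold between some pair. Between fBM-MSCs and P-MSCs 5962 genes differed, 3086 of them higher in fBM-MSCs (2707 of 6389 with limma-trend on log2(TPM + 1)). Between fBM-MSCs and A-MSCs there were 5115, between vBM-MSCs and P-MSCs 4842, between A-MSCs and P-MSCs 3869, and between vBM-MSCs and A-MSCs 3201. Of the genes differing between A-MSCs and P-MSCs, 2001 (51.7%) were higher in A-MSCs, but with limma-trend on log2(TPM + 1) 1358 of 4513 (30.1%) were. The fewest, 1601, differed between fBM-MSCs and vBM-MSCs, with 655 higher in fBM-MSCs and 946 lower. That count moved most with the libraries used: a model of these 2 groups by themselves called 305. Leaving out any library of the other groups or of the fBM-MSCs gave between 1082 and 1620. The full model shares its spread among the tissues, while replicates of fBM-MSCs and vBM-MSCs were less alike than those of A-MSCs and P-MSCs. The count of 1601 may therefore be too high. As tissue-specific were taken the genes at least 3-fold higher in 1 tissue than in each of the others, past the threshold in each comparison. There were 90 for fBM-MSCs, 66 for vBM-MSCs, 77 for A-MSCs and 85 for P-MSCs. Without fBM-MSC replicate 2 the fBM-MSC count was 57. From these, genes among the 5 with the largest difference to the nearest tissue follow for each group, with mm10 coordinates. In fBM-MSCs they were Mab21l2, Tnfaip8l3, C130050O18Rik, Pitx1 and Slc5a7. Mab21l2, a gene of 1 exon on chromosome 3 from 86546050 to 86548283, had no counts in the other tissues and a TPM of 2.93 ± 0.32 (SD, n = 3), at least 109-fold higher. It overlaps Lrba, so that its reads cannot be assigned by strand. Pitx1, a limb homeobox gene on chromosome 13 from 55825054 to 55831425, had 4.32 ± 1.90 TPM (SD, n = 3), 3.00 in its lowest fBM-MSC library and at most 0.09 in any other library. Tnfaip8l3 had 2.76 ± 2.31 TPM and Slc5a7 5.84 ± 7.05 (SD, n = 3), so their libraries differed widely. In vBM-MSCs they were Gucy2c, Gm20756, Zic4, Dio3 and Gm15698. Gucy2c, on chromosome 6 from 136697284 to 136781742, had 3.20 ± 1.86 TPM (SD, n = 2), at least 229-fold higher than in tissues with no counts. Dio3, on chromosome 12 from 110279230 to 110281097, had 18.6 ± 10.0 TPM (SD, n = 2). In A-MSCs they included Wt1, Gpm6a, Lrrn4 and Krt8. Wt1, of 10 exons on chromosome 2 from 105126529 to 105173614, had 12.4 ± 2.26 TPM (SD, n = 3) and 2710 counts in all, with none in any other library, at least 545-fold higher. Gpm6a was at least 153-fold and Lrrn4 at least 99.8-fold higher. Krt8, on chromosome 15 from 101996711 to 102004342, had 14.5 ± 5.68 TPM (SD, n = 3) and at most 0.24 elsewhere. In P-MSCs they were Morc1, Mgl2, AW551984, Prdm6 and Slc14a1. Morc1, of 27 exons on chromosome 16 from 48431237 to 48630905, had between 2.88 and 5.12 TPM in its libraries, at least 166-fold higher than in tissues with no counts. Mgl2, on chromosome 11 from 70130357 to 70137542, had 14.1 ± 1.31 TPM (SD, n = 3) and at most 0.03 elsewhere. Prdm6, on chromosome 18 from 53464546 to 53575857, had 21.3 ± 0.88 TPM (SD, n = 3). From the separation of the groups and their gene clusters, the paper concludes that MSCs of each tissue have a transcriptome of their own.

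**Figure D2:**
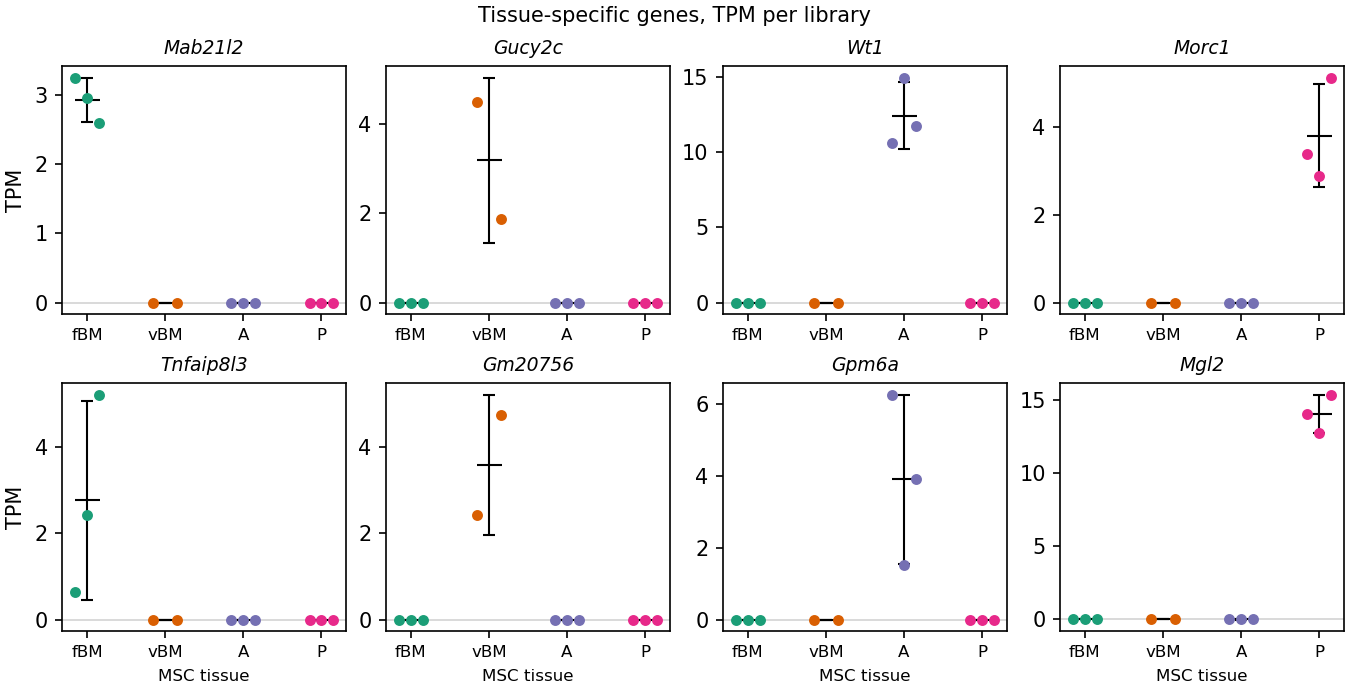
TPM of the 2 highest-ranked tissue-specific genes of each tissue (vertical axes) in the libraries of the 4 tissues (horizontal axes). Dots are libraries and bars the mean with its SD (n = 3, or 2 for vBM-MSCs). Wt1 stands at 12.4 TPM in A-MSCs and Mgl2 at 14.1 in P-MSCs, with all other libraries at or near 0.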

**Figure 2:**
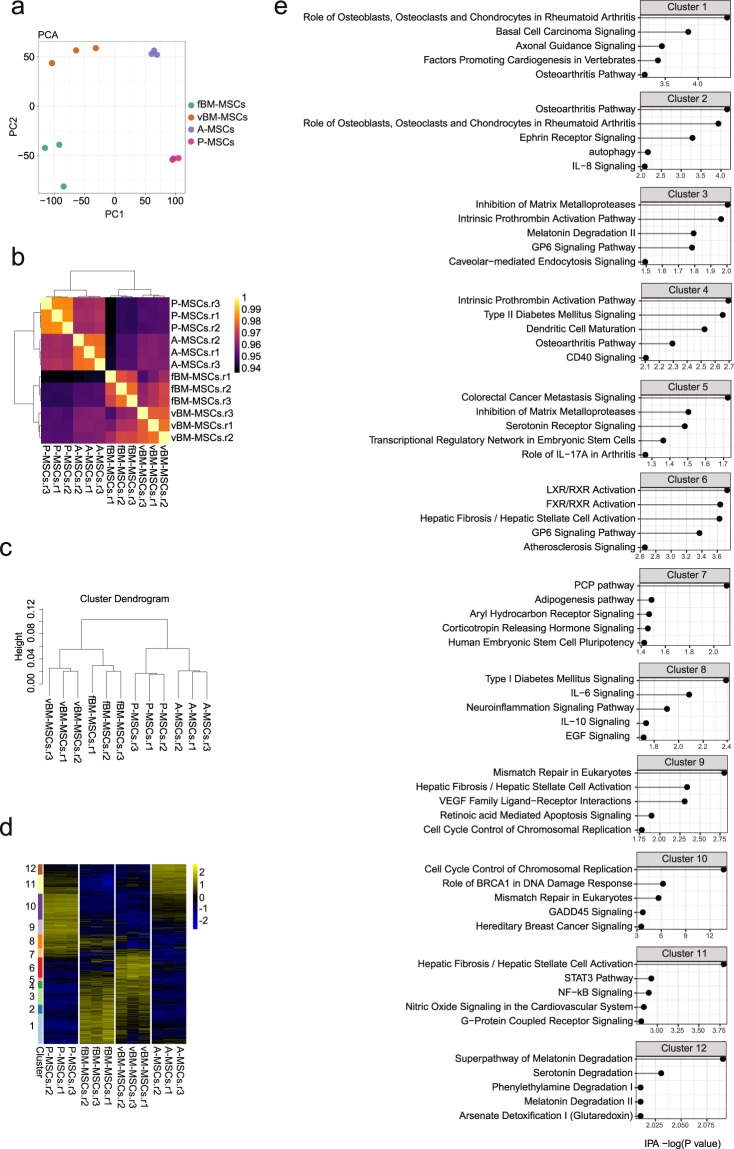
Whole transcriptome analysis of mesenchymal stem cells (MSCs) of different tissue origins. (**a**) Principle Component Analysis using RNA-seq data. Gene expression levels of MSCs were quantified. Each dot represents the gene expression profile of a biological replicate. (**b**) Pearson correlation of RNA-seq data. (**c**) Dendrogram from unsupervised clustering using RNA-seq data. The height indicates the distance between clusters. (**d**) Clustering using an Iterative Clustering and Guide-gene Selection algorithm. The Y-axis indicates sets of genes that were dynamically expressed among cells. (**e**) Pathway analysis of the differentially expressed genes (DEGs) using Ingenuity Pathway Analysis (IPA) software. The genes in each cluster that were dynamically regulated among the mesenchymal stem cells (MSCs) were analysed. Top five canonical pathways identified are shown.

**Figure 3:**
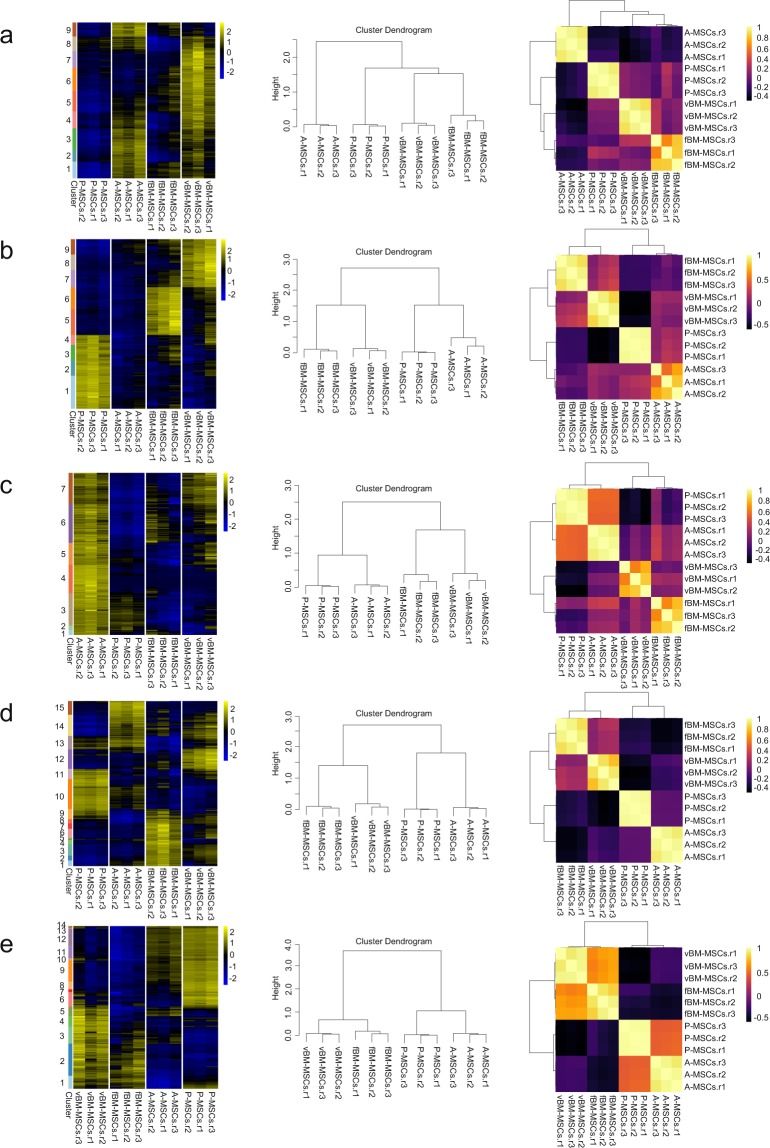
Iterative Clustering and Guide-gene Selection (ICGS) clustering results using different parameters. Threshold for minimum fold-change (FC) in gene expression to detect signature genes: (**a**) FC = 1.5; (**b**) FC = 2; (**c**) FC = 4; (**d**) FC = 5; (**e**) FC = 6.

### Chromatin assembly is better at distinguishing MSC origin than transcriptome analysis

Next, we sought to analyse the epigenomes of the isolated MSCs, which were found to have distinct gene expression profiles. For this, we profiled chromatin accessibility using ATAC-seq. In this technique, sequencing adaptors loaded with Tn5 transposase fragments are used to tag the genome (named “tagmentation”). Because the tagmentation preferentially occurs in the open chromatin regions (relatively protein-free regions), DNA fragments from open chromatin regions can be easily recovered by PCR targeting the adaptor sequence inserted by the transposase. With its robustness and high sensitivity, ATAC-seq has been widely used to profile the epigenome. 

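ATAC-seq marks open chromatin by the places where Tn5 transposase inserts sequencing adaptors into nuclear DNA. According to the sample labels, each tissue had 3 biological replicates and 6 sequencing samples, 24 in all, since each replicate was sequenced in more than one run. The authors trimmed adaptors with TrimGalore and aligned with Bowtie to mm10, keeping reads with a single alignment and at most 2 mismatches. They removed PCR duplicates with Picard, shifted reads by +4 or −5 bp for the width of the Tn5 insertion, and removed blacklisted regions. MACS2 was then run without a local background model and with a summit for each subpeak. They deposited 1 peak list per tissue, called on the pooled samples of that tissue, with the fold enrichment and the −log10 p and q of each summit. These lists hold chromosomes 1 to 19. Reads per library are not in the lists, so the depth behind each peak is unknown, and no difference between tissues can be set against the spread between replicates. A share of peaks is therefore given with its 95% exact binomial interval (Clopper-Pearson), which covers counting error alone. Promoters were taken as within 1 kb of a transcription start site of a curated RefSeq transcript. Regions listed with several summits were merged where regions, and not summits, were compared.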

We constructed 12 ATAC-seq libraries (similar to the RNA-seq experimental design; four different tissues with three biological replicates each). The exemplar locus and basic quality control scores are shown (Fig. S2a). Consistent with other ATAC-seq data, metagene analysis identified the enrichment of ATAC-seq reads that are associated with transcription start sites (Fig. S2b)^28–30^. To obtain information regarding open chromatin regions, we analysed densely-sequenced regions (which represent open chromatin regions) by performing peak call analysis using MACS2. 

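The lists held 110792 summits in 99337 separate regions for fBM-MSCs, 101543 in 88381 for vBM-MSCs, 114477 in 98008 for A-MSCs and 100571 in 88465 for P-MSCs. Most regions had a single summit, 90559 of those in fBM-MSCs and 79234 of those in P-MSCs. The median region spanned 382 bp in fBM-MSCs, 394 bp in vBM-MSCs, 413 bp in A-MSCs and 409 bp in P-MSCs. The median −log10 q that the authors' peak caller gave was 8.07, 8.06, 9.13 and 10.1 in the same order. Since q depends on depth as well as on accessibility, these medians do not compare the tissues. The weakest listed summit had a −log10 q between 1.61 and 1.67 in each list.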

To validate peak calling, we assigned each peak into known genomic features. 

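Each summit was assigned to a promoter, an exon, an intron or intergenic DNA, in that order of precedence. Of the fBM-MSC summits 20.4% lay at promoters, 2.88% in other exonic sequence and 38.8% in introns, 62.0% together. For vBM-MSCs these shares were 23.2%, 2.88% and 38.3% (64.4% together), for A-MSCs 21.7%, 3.13% and 39.7% (64.5%), and for P-MSCs 22.6%, 3.08% and 38.5% (64.2%). Intergenic DNA held between 35.5% and 38.0%. Of all positions of chromosomes 1 to 19, 2.09% are promoters, 2.38% exons and 36.7% introns, 41.2% together, so promoters were overrepresented and introns were near their share of the genome. With Homer's default promoter, from 1 kb upstream to 100 bp downstream, the combined share of fBM-MSC summits, the lowest, moved by less than its binomial interval, while their share at promoters was 13.8%. With the centre of each region in place of its summits the combined share was 59.99%.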

The majority of called peaks from ATAC-seq data from all four MSCs were located at promoter or genic regions (exons and introns), consistent with other published ATAC-seq data (Fig. S2cd)^28–30^. To further characterize the differences among the MSCs, we selected peaks with high confidence by using the false discovery rate (FDR); peaks with FDR <1e-7 left more than 65000 peaks (approximately 65% of the total peaks) in each group. 

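At this threshold, a −log10 q above 7, 64300 summits of the fBM-MSCs were kept, 58.0% of the list (95% exact binomial interval 57.7 to 58.3). In vBM-MSCs 59536 were kept, 58.6% (58.3 to 58.9). In A-MSCs 71345 were kept, 62.3% (62.0 to 62.6), and in P-MSCs 64057, 63.7% (63.4 to 64.0). Counted as separate regions with at least 1 such summit, they were 56769, 50763, 59873 and 55648 in the same order. The mean share over the tissues was 60.7%, and the setting that moved it most was a q under 0.01, which kept 98.5%.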

We then binned the genome using 5-kb sized bins and assigned the read counts to bins where peaks were located. 

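The regions with a q under 1e-7 fell into 55632 bins of 5 kb in fBM-MSCs, 50202 in vBM-MSCs, 57583 in A-MSCs and 53303 in P-MSCs. A bin was counted when a region overlapped it by any length. Together they covered 84227 bins, of which 31002 (36.8%) had a region in every tissue. Bins with a region in 1 tissue alone numbered 8792 in fBM-MSCs (15.8% of its bins), 5024 in vBM-MSCs (10.0%), 6683 in A-MSCs (11.6%) and 5369 in P-MSCs (10.1%). The read densities that the paper assigned to these bins need the reads of each sample and were not analysed here.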

PCA using the assigned score resulted in clear separation of the MSCs depending on tissue origin, whereas biological replicates clustered together, indicating that ATAC-seq data could also predict the identity of MSCs (Fig. 4a). The Pearson correlation heatmap showed significantly low correlations among MSCs from different tissues compared to those based on RNA-seq data, indicating that the differences among MSCs were more pronounced with ATAC-seq data (Fig. 4b). To further confirm this, we performed hierarchical clustering using all ATAC-seq samples and again obtained better separation among tissues compared to that using RNA-seq data, suggesting that ATAC-seq data contains more cell type-specific information to detect the diversity in MSCs (Fig. 4c). In these comparisons, we used RNA-seq and ATAC-seq data without any filtering (except for basic filtering to exclude unreliable signals) to directly compare the nature of the data themselves. 

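With 1 pooled list per tissue, samples cannot be clustered again, and only the sharing of open bins between tissues was measured. A-MSCs and P-MSCs shared 43737 of the 67149 bins open in either, 65.1%. For vBM-MSCs and A-MSCs this was 57.9% (39506 of 68279), and for fBM-MSCs and vBM-MSCs 57.6% (38701 of 67133). The fBM-MSCs shared 55.3% with A-MSCs (40332 of 72883) and 54.8% with P-MSCs (38585 of 70350), and vBM-MSCs and P-MSCs 55.1% (36768 of 66737). The A-MSC and P-MSC pair thus exceeded the bone marrow pair by 7.49 percentage points. It stayed above every other pair in all 7 ways of comparing the lists. Its excess over the bone marrow pair was 6.08 points when regions had to overlap by at least 50% of both. That share is of the regions of both lists together, so its size does not compare with that of the bins. The pair that came after it was vBM-MSCs and A-MSCs or fBM-MSCs and vBM-MSCs, depending on the setting. Having clustered the samples on read density in such bins, the paper proposes that ATAC-seq holds more information about cell type than RNA-seq.

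**Figure D3:**
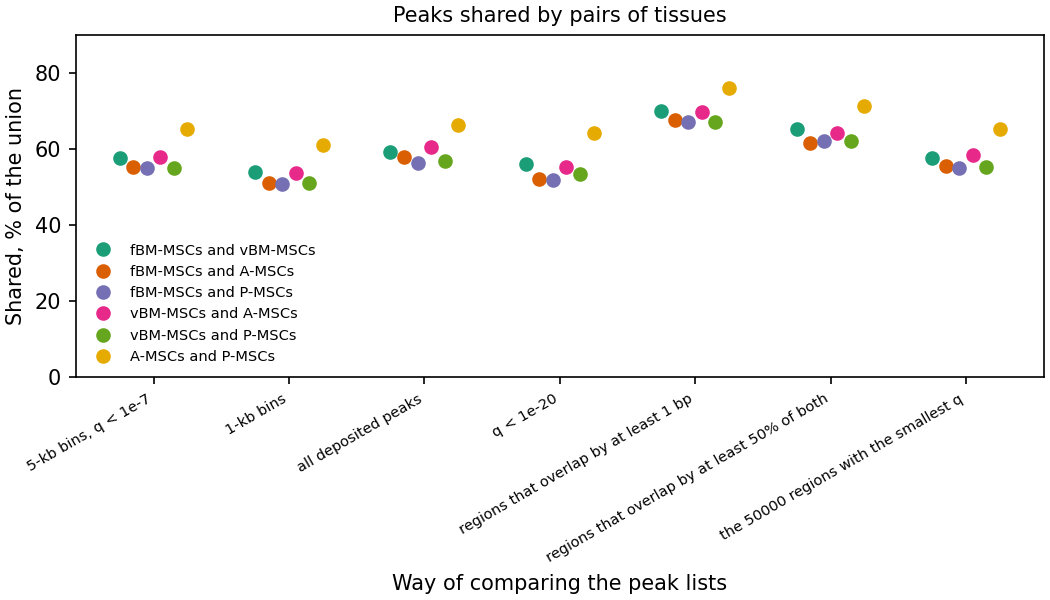
Share of open bins or regions that 2 tissues have in common, in percent (vertical axis), for 7 ways of comparing the peak lists (horizontal axis). There is a point for each of the 6 pairs of tissues. Bins are in percent of those open in either tissue, as the axis is labelled. Regions are in percent of the regions of both lists together, which is another scale. A-MSCs and P-MSCs, at 65.1% with 5-kb bins and q under 1e-7, stand highest in each.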

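On the 1210 genes that passed FoldDiff 3 with a highest TPM of at least 4, the mean r of centred log2(TPM + 1) was 0.851 within tissues and −0.308 between tissues. Without centring, the same genes gave 0.950 within and 0.584 between tissues, so the mean r between tissues lay far below that on all genes. The silhouette width without centring was 0.775. Ward's tree recovered the 4 tissues, with bone marrow MSCs on one side of the top split and A-MSCs and P-MSCs on the other. No ATAC-seq value per sample was analysed here to set beside these.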

To assess whether filtering with RNA-seq data could improve the clustering results, we performed hierarchical clustering using only the differentially expressed genes (DEGs) identified in Fig. 2 and found that RNA-seq could obtain a similar level of clustering power compared to ATAC-seq by performing gene filtering. These data imply that RNA-seq contains features (genes) shared among different cell types compared to ATAC-seq. To predict cell type-specific cis-regulatory programs, we analysed ATAC-seq data using cisTopic^31^. cisTopic identified 15 topics (group of genomic regions that are accessible in a cell type-specific manner) and peaks in each cluster were enriched in unique motifs, suggesting differential molecular mechanisms to regulate each cluster (Fig. 4d). To infer the molecular functions related to each topic, we assigned peaks to the nearest genes and performed pathway analysis (Fig. 4e). 

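Regions with a q under 1e-7 that overlapped no deposited region of another tissue, whatever its q, were assigned to the gene with the nearest transcription start site, an analysis added after the data had been seen. There were 2806 such regions in A-MSCs, 5032 in fBM-MSCs, 2325 in vBM-MSCs and 2216 in P-MSCs. They stand in for the cisTopic topics, which group regions by read density per sample. A list of 42 genes of integrins, FAK (Ptk2) and their adaptors such as Pxn, Tln1 and Vcl was compared with 10000 random lists matched on the number of peaks nearest to each gene. Of the regions found in A-MSCs alone, 15 were nearest to a gene of the list, with a median of 15 for the random lists (53.9th percentile). The fBM-MSC regions gave 18 against 22 (20.8th percentile), the vBM-MSC regions 10 against 11 (35.7th) and the P-MSC regions 10 against 12 (33.5th). Regions of both bone marrow tissues and neither other tissue were nearest to these genes in 7 cases against 17 in the fBM-MSC list (0.35th percentile) and 5 against 15 in the vBM-MSC list (0.46th). Within 1 kb of a start site, the distance used in the paper, there was 1 such A-MSC region against a median of 0 (82.3rd percentile), none for the other tissues alone, and 1 region of both bone marrow tissues in the fBM-MSC list (85.6th percentile).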

Pathway analysis showed unique enrichment of the integrin related pathways (FAK signalling and integrin signalling) in ATAC-seq peaks specific for A-MSCs. 

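Of 21 genes of cholesterol biosynthesis, among them Sqle, Lss and Dhcr7, none was nearest to a region found in vBM-MSCs alone, with a median of 1 for the random lists (10.3rd percentile). In fBM-MSCs there was 1 against 3 (9.60th percentile), in A-MSCs 2 against 2 and in P-MSCs 3 against 1 (88.4th). Regions of both bone marrow tissues gave 1 in each list (28.5th percentile in the fBM-MSC list and 37.0th in the vBM-MSC list). Of 13 genes of acyl-CoA hydrolysis, such as Acot1 and Acot7, none was nearest to a region of vBM-MSCs alone (19.9th percentile). Regions of both bone marrow tissues gave 0 in the fBM-MSC list (10.1th percentile) and 3 against a median of 1 in the vBM-MSC list (86.5th). Counts this small leave a shortfall from the random lists, or a small excess, undetectable. A large excess could show, and the regions of vBM-MSCs alone had none.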

Pathways related to cholesterol synthesis (superpathway of cholesterol biosynthesis and lanosterol biosynthesis) and the acyl-CoA hydrolysis pathway were enriched in bone marrow-type MSCs, particularly vBM-MSCs.

**Figure 4:**
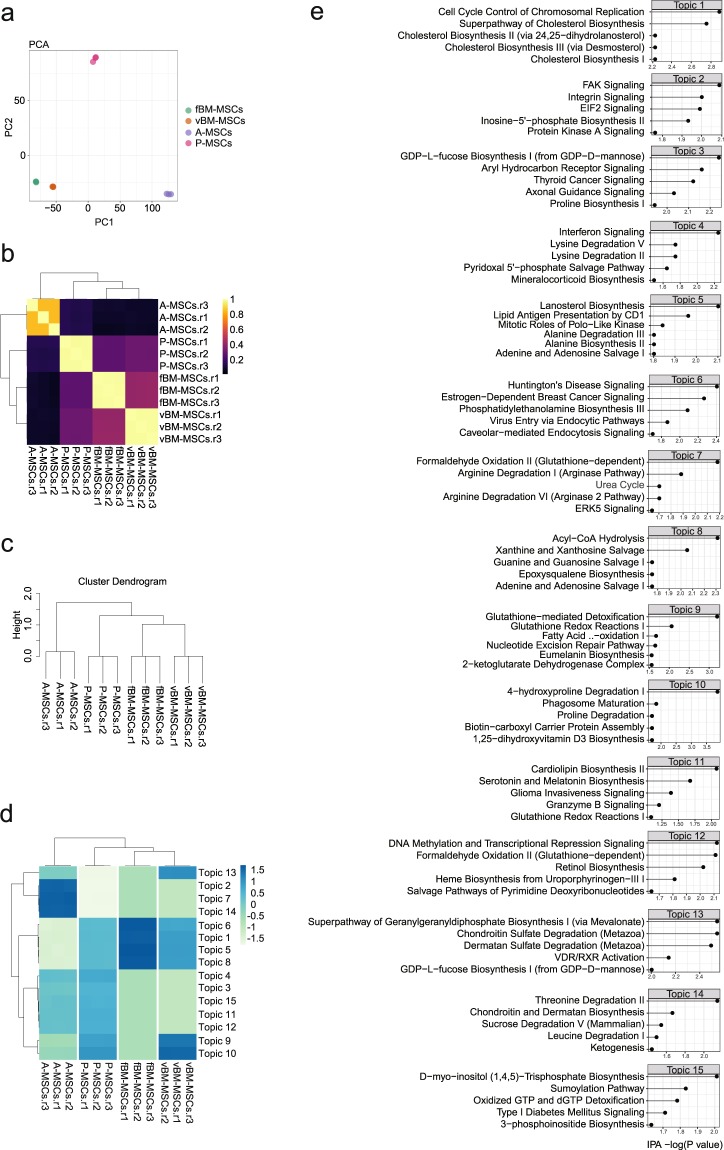
Chromatin accessibility analysis of the mesenchymal stem cells (MSCs) with different tissue origins. (**a**) Principle component analysis using assay for transposase-accessible chromatin using sequencing (ATAC-seq) data from MSCs. Each dot represents the chromatin accessibility profile of a biological replicate. (**b**) Pearson correlation of ATAC-seq data. (**c**) Dendrogram from unsupervised clustering using ATAC-seq data. The height indicates the distance between clusters. (**d**) Clustering using peaks that were dynamically accessible among cells. The variation in chromatin accessibility was assessed by cisTopic. (**e**) Pathway analysis of the differentially accessible regions using Ingenuity Pathway Analysis (IPA). The peaks in each topic that were differentially accessible among the mesenchymal stem cells (MSCs) were assigned to the nearest genes. The resulting gene list was analysed by IPA. The top five canonical pathways identified are shown.

### Identification of transcription factors associated with chromatin accessibility among MSC groups

To gain a better understanding of the molecular mechanism associated with chromatin accessibility, we searched for transcription factors that are potentially involved in the establishment of cell-type specific chromatin structures in MSCs. To this end, we used chromVAR, which has been specifically developed for ATAC-seq data, to extract transcription factor binding motifs that are accessible in a cell-type specific manner^32^. Using ChromVAR, we identified 414 motifs with differential chromatin accessibility among the MSC groups (p ≤ 0.001) and the top 15 transcription factors are shown in Fig. 5a. To understand the cell-type specific use of the identified transcription factors, we visualized and clustered the accessibility of the top 15 identified variable transcription factor motifs (Fig. 5b). Interestingly, unlike RNA-seq and ATAC-seq, the two MSC groups with a bone marrow origin clustered differently; here femoral bone marrow-derived MSCs and lung MSCs clustered closely. In addition, GATA factors, representing a family known to initiate changes in chromatin structure, were specifically available in adipose tissue-derived MSCs^33^. Similarly, RUNX1, known to be important for haematopoiesis and haematological malignancies, was selectively accessible in femoral bone marrow MSCs^34^. 

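chromVAR needs reads per sample and was not used here. In its place, the consensus WGATAR of the GATA factors, on either strand, was searched within 100 bp of the summits of the regions found in 1 tissue alone. It occurred in 48.5% of the A-MSC regions (95% exact binomial interval 46.6 to 50.3), 29.6% of the P-MSC regions (27.8 to 31.6), 22.5% of the vBM-MSC regions (20.8 to 24.2) and 20.6% of the fBM-MSC regions (19.5 to 21.7). The A-MSC interval lay above all others, 18.8 percentage points above P-MSCs. This gap moved most with all deposited peaks, to 9.20 points, and A-MSCs led in every setting. In regions open in all 4 tissues the share was 17.5% in fBM-MSCs, 17.6% in vBM-MSCs, 20.2% in A-MSCs and 19.2% in P-MSCs. A consensus does not tell the GATA factors apart. The AP-1 consensus TGASTCA (Jun and Fos factors) occurred in 37.9% of the P-MSC regions (35.8 to 39.9), 33.8% of the fBM-MSC regions (32.5 to 35.1), 18.9% of the A-MSC regions (17.4 to 20.3) and 7.83% of the vBM-MSC regions (6.77 to 9.00).

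**Figure D4:**
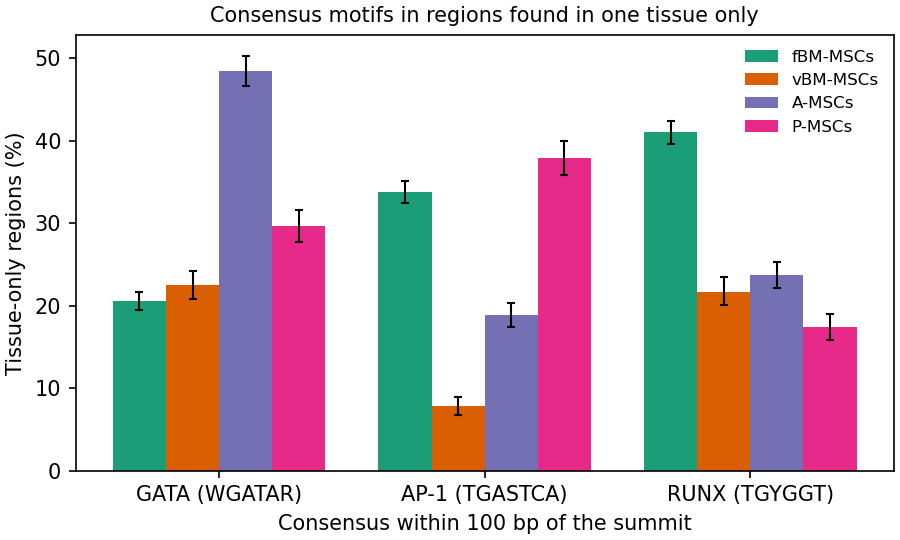
Share of regions found in 1 tissue alone, in percent (vertical axis), with a GATA, AP-1 or RUNX consensus within 100 bp of the summit (horizontal axis). Bars are the 4 tissues, from 5032, 2325, 2806 and 2216 regions of fBM-MSCs, vBM-MSCs, A-MSCs and P-MSCs, with 95% exact binomial intervals; A-MSCs stand highest for GATA at 48.5%.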

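The RUNX consensus TGYGGT was found near 41.0% of the summits of regions open in fBM-MSCs alone (95% exact binomial interval 39.7 to 42.4). It was found in 23.7% of the A-MSC regions (22.2 to 25.4), 21.7% of the vBM-MSC regions (20.1 to 23.5) and 17.4% of the P-MSC regions (15.9 to 19.1). The fBM-MSC interval lay above the others, and the A-MSC and vBM-MSC intervals overlapped. The lead of fBM-MSCs was 17.3 points, and between 10.8 (all deposited peaks) and 17.4 in the other settings. In regions open in all tissues the lead was smaller, with 23.0% in fBM-MSCs, 21.3% in vBM-MSCs, 21.8% in A-MSCs and 21.1% in P-MSCs. Runx1, on chromosome 16 of mm10 from 92601466 to 92826074, had a promoter peak in all 4 tissues, with a −log10 q of 34.9 in fBM-MSCs and 79.4 in P-MSCs at the strongest summit. The consensus is common to the RUNX factors.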

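The TPM of 14 transcription factor genes with variable motifs was taken from the same 11 RNA-seq libraries, and 10 of them passed the filter on low counts. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8 of these differed among the tissues, and 9 when adjusted over the list alone. Gata2, on chromosome 6 from 88193891 to 88207032, had a TPM of 19.0 ± 3.72 (SD, n = 3) in A-MSCs and 18.4 ± 1.28 (SD, n = 3) in P-MSCs, within the spread of each other, against 10.3 ± 5.08 (SD, n = 2) in vBM-MSCs and 4.07 ± 1.43 (SD, n = 3) in fBM-MSCs (adjusted p = 0.000274 over the 4 tissues). Gata4 was highest in P-MSCs, at 1.59, with 0.753 in A-MSCs. Runx1 had 4.89 ± 0.81 TPM (SD, n = 3) in fBM-MSCs and was highest in A-MSCs, at 7.92 ± 1.30 (SD, n = 3), by a log2 fold change of 0.88 over the other tissues (SE 0.13, adjusted p = 0.00051). Fos, on chromosome 12 from 85473890 to 85477274, was highest in vBM-MSCs at 24.3 ± 0.59 (SD, n = 2), against 2.13 ± 0.82 (SD, n = 3) in fBM-MSCs, 7.02 in A-MSCs and 5.14 in P-MSCs (adjusted p = 1.02e-05). Jun had 47.5 ± 4.80 TPM (SD, n = 3) in P-MSCs and between 20.5 and 35.3 in the others (adjusted p = 0.0163). Fosl1, which overlaps Ccdc85b, ranged from 58.9 in fBM-MSCs to 92.7 in vBM-MSCs (adjusted p = 0.0272), Junb from 69.0 in A-MSCs to 125 in vBM-MSCs (adjusted p = 0.0267) and Jund from 1.74 in A-MSCs to 4.06 in vBM-MSCs (adjusted p = 0.00671). Fosl2, between 9.12 and 12.7, and Jdp2, between 0.95 and 1.49, did not differ (adjusted p = 0.0660 and 0.791). Batf had a mean of at most 1.05 in any tissue, with 2.21 in fBM-MSC replicate 2. Gata1 had 6 counts in all, in P-MSCs. Nfe2 had a TPM of 0.135 in vBM-MSCs from 8 counts, and Gata5 0.07 in A-MSCs from 16 counts. The highest tissue was the same on expected counts for 13 of the 14, the exception being Fosl1, and leaving out 1 library kept it for between 11 and 14.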

Although most transcription factors identified here were expressed in at least single cell types (except for GATA1 and NFE2 with almost undetectable levels of expression), the expression patterns were not similar to the predicted cell type-specific availability, suggesting that the expression level is not the only determinant factor for the usage of transcription factors in the cells (Fig. 5c). To clarify the functional relationships between RNA-seq and ATAC-seq, we investigated chromatin accessibility at the promoters of the DEGs. The enrichment patterns of the ATAC-seq signals were similar to those for the DEGs, indicating that the DEG promoters were accessible in a manner similar to DEG expression (Fig. 5d).

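The tissue-specific genes of the edgeR test stood in for the DEGs of Fig. 2d, and a promoter was called accessible when a deposited summit lay within 1 kb of a transcription start site. Of the 90 fBM-MSC genes, 84 had a start site on chromosomes 1 to 19, and 76 of these (90.5%) were accessible in fBM-MSCs, against 72.6% in vBM-MSCs, 65.5% in A-MSCs and 67.9% in P-MSCs. Of the vBM-MSC genes 53 of 60 (88.3%) were accessible in vBM-MSCs, against 66.7% in fBM-MSCs, 71.7% in A-MSCs and 61.7% in P-MSCs. Of the A-MSC genes 53 of 72 (73.6%) were accessible in A-MSCs, against 47.2% in fBM-MSCs, 48.6% in vBM-MSCs and 50.0% in P-MSCs. Of the P-MSC genes 68 of 80 (85.0%) were accessible in P-MSCs, against 73.8% in fBM-MSCs, 73.8% in vBM-MSCs and 77.5% in A-MSCs. The share in the own tissue exceeded the mean of the other tissues by 21.8, 21.7, 25.0 and 10.0 percentage points, more than in all of 10000 random gene lists matched on mean expression. Compared with those lists, the own tissue was not enriched as such. The median of the lists was 91.7% for the fBM-MSC genes in fBM-MSCs (31.8th percentile), 93.3% for the vBM-MSC genes in vBM-MSCs (10.3rd) and 91.25% for the P-MSC genes in P-MSCs (2.80th). For the A-MSC genes in A-MSCs it was 90.3%, and none of the lists had a share as low as theirs. For promoter peaks of tissue-specific genes, the mean share over the 4 tissues was 84.4%, and 68.4% with summits of q under 1e-7 alone, the setting that moved it most. The Wt1 promoter had a summit in A-MSCs alone, with a −log10 q of 77.8. Mab21l2 had 3 in fBM-MSCs alone, the strongest with 17.5, and Dio3 one in vBM-MSCs alone, with 9.02, whereas no list had one at Krt8, Gucy2c or Morc1. From the similarity of the patterns, the paper concludes that the promoters of DEGs were accessible in a similar manner to DEG expression.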

**Figure 5:**
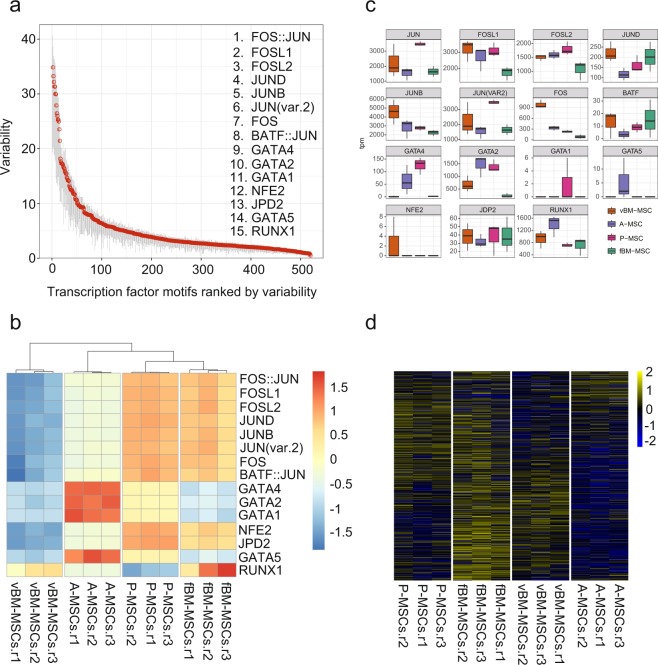
Transcription factor binding motif analyses of mesenchymal stem cells (MSCs) of different tissue origins. (**a**) Motifs with differential accessibility among the MSCs were identified using ChromVar. Identified motifs were sorted using the variability score. (**b**) Motif accessibility in each cell type is visualized using the deviation score. (**c**) Gene expression levels of the transcription factors identified in (**b**). The expression levels were shown as TPM (transcripts per million). (**d**) Association between chromatin accessibility and gene expression. Chromatin accessibility at the promoter regions of the differentially expressed genes (DEGs) identified in Fig. 2d is shown. Promoter region is defined as +/− 1 kb from transcriptional start site (TSS). ATAC-seq read counts in the promoter regions of DEGs were calculated and shown in a heatmap.

## Discussion

Here, we demonstrated a strategy to profile the molecular signatures associated with the establishment of the diversity of MSCs. We comprehensively analysed MSCs by RNA-seq and ATAC-seq and found that each group has a distinct transcriptome and epigenome. Our study directly addressed the fundamental question of how each MSC acquires unique features. Applying this strategy to mouse MSCs with different tissue origins identified many known regulators that are potentially involved in the establishment of cell-type specific chromatin structures and gene expression programs.

By comparing RNA-seq and ATAC-seq data without any prior filtering, we found that ATAC-seq contains more information to identify cell type-specific features. As we showed, the expression of cell type-specific genes are well correlated with the chromatin accessibility of the corresponding promoters; further, the gene expression pattern (identified by RNA-seq) and the chromatin accessibility (ATAC-seq) are in a good agreement. In addition to promoter regions, ATAC-seq can identify the open chromatin regions of intergenic regions, which presumably identify potential enhancer regions^22^. Our comparison indicated that this intergenic information is useful to identify cell diversity.

Our data are consistent with previous studies showing a connection between the diversity of MSCs and tissue origin. Although studies addressing the molecular signatures of MSCs at the omics level are limited, Cho *et al*. performed whole transcriptome analysis using human MSCs isolated from bone marrow, adipose tissue, and tonsil and found that MSCs have tissue origin-specific gene expression programs^35^. However, because most studies addressing the diversity of MSCs have used human-derived samples, which inevitably contain variations caused by genetic and/or environmental factors, it was difficult to precisely evaluate the influence of tissue origin on MSC diversity. In this study, by choosing a mouse model to control sample-to-sample variation, we successfully concluded that the diversity of MSCs is influenced by tissue origin. In addition, we analysed cultured MSCs, rather than primary MSCs, in this study because we aimed to characterize cultured MSCs that are being used for many pre-clinical and clinical studies^36^. However, although the isolation of primary MSCs is challenging due to the lack of suitable cell surface markers and the paucity of MSCs in the body, it would be of interest to perform similar analyses using primary MSCs^37^.

In this study, we used the Smart-seq2 protocol, which was developed for RNA-seq using small amounts of RNA (minimum requirement is approximately 10 pg of RNA), to perform whole transcriptome analysis. Although Smart-seq2 is a very powerful method to analyse the full-length transcriptome, there are a few limitations associated with this technology, as compared to other RNA-seq methods. First, because Smart-seq2 is dependent on oligo dT primers to convert RNA into cDNA, it can only analyse polyadenylated RNA and not non-polyadenylated RNA such as histone mRNAs, long non-coding RNAs, nascent RNAs, and enhancer RNAs^38^. In addition, the use of oligo dT primers, instead of random hexamers, can be biased towards the 3′ end of transcripts. Second, Smart-seq2 is not a strand-specific method. Further studies with multiple RNA-seq methods would be helpful to comprehensively compare the transcriptomes and epigenomes of MSCs.

Our initial efforts to characterize the molecular signatures of MSCs using ATAC -seq have led to the identification of potential transcription factors that might be useful to distinguish MSCs with different characteristics. We speculate that this approach, namely profiling MSCs by focusing on chromatin accessibility, could also by useful to characterize human MSCs. Considering the clinical use of human MSCs, it is important to fully characterize these cells to assure treatment safety and efficacy. Profiling MSCs using ATAC-seq might help to standardize preparation protocols for clinical use.

## Methods

### Mice

C57BL6/J mice (8-week-old) were purchased from CLEA Japan (Tokyo). All mice were housed under a 12-h light-dark cycle and were provided solid food and filtered water. All animals were handled in accordance with the approved guidelines of the Animal Committee of Osaka University Graduate School of Medicine. The protocols were approved by the Animal Committee of the Osaka University Graduate School of Medicine.

### Isolation and culture of MSCs from tissues

Mouse bone marrow-derived MSCs were isolated from the bone marrow of the femur and vertebrae by crushing the bone with a mortar and pestle in MesenCult medium (STEM CELL technologies)^39^. For the isolation of lung and adipose-derived MSCs, tissues were minced into pieces and digested with MesenCult medium containing 0.2% collagenase (Wako) at 37 °C for 30 min^13,40^. The collagenase was removed by washing twice with 1× PBS. The cell suspension was filtered through a cell strainer (40-μm) and collected in a 50-ml tube. Red blood cells were removed by incubating cells in 1× RBC lysis buffer (BioLegend) for 5 min at room temperature. Then, 2 × 10^7^ cells were seeded onto a collagen I-coated, 10-cm dish using MesenCult medium containing 1× MesenPure and 10 nM of a Rock inhibitor. MSCs were cultured for up to three passages for experiments. All MSCs were used within three passages to reduce any artefacts potentially introduced by long-term culture^41^.

### Flow cytometric analysis

One million cells were aliquoted in 100 μl of cell staining buffer (PBS with 2% FBS) and incubated with purified rat anti-mouse CD16/32 antibody for 10 min at 4 °C, followed by the fluorophore-conjugated antibodies of cell surface markers for 20 min at 4 °C as follows: FITC anti-mouse/rat CD29 (clone HMβ1-1, BioLegend), PE anti-mouse CD31 (clone 390, BioLegend), PE anti-mouse CD34 (clone MEC14.7, BioLegend), PE anti-mouse/human CD44 (clone IM7,BioLegend), PE anti-mouse CD45 (clone 30-F11, BioLegend), PE anti-mouse Sca-1 (clone D7, BioLegend), PE anti-mouse CD106 (clone 429, BioLegend), and PE anti-mouse IgG (isotype control) antibodies. Stained cells were analysed using the FACSCantoII system (BD Bioscience).

### RNA-seq library preparation

RNA was extracted using the RNeasy Plus Micro kit (QIAGEN) and RNA concentration was determined using a Qubit 3.0 Fluorometer (Thermo Fisher Scientific). RNA quality was assessed on an Agilent 4200 tapestation instrument (Agilent Technologies). RNA-seq libraries were constructed following the Smart-seq2 protocol^26^.

### ATAC-seq

ATAC-seq libraries were constructed in accordance with a previously published protocol with minor modifications. Tagmentation was conducted with the Nextera DNA Library Prep kit (Illumina). Five thousand cells were resuspended in 50 μl of transposase mixture (25 μl of 2× TD buffer, 2.5 μl of TDE1, 1 μl of 5% IGEPAL-CA600, and 22.5 μl of nuclease-free water) at 37 °C for 30 min. DNA was extracted using the Zymo clean & concentrator kit (Zymo research). Transposed DNA was combined with the PCR mix (5 μl of 25 μM Nextera PCR primer, 25 μl of NEB High Fidelity 2× PCR master mix, 10 μl of nuclease-free water) and amplified using the following conditions: 72 °C for 5 min; 98 °C for 30 s; five cycles of amplification at 98 °C for 10 s, 63 °C for 30 s and 72 °C for 1 min. To enrich for transposed DNA of optimal sizes (150 to 500 bp), dual-size selection was performed using AMpure XP beads (BeckmanCoulter). Size-selected transposed DNA was combined with PCR mix (0.5 μl of 25 μM Nextera PCR primer, 0.06 μl of 100× SYBR green1, 7.5 μl of NEB High Fidelity 2×PCR master mix, 1.94 μl of nuclease-free water) and amplified by performing additional PCR cycles determined by qPCR, which was followed by purification with AMPure XP beads. The concentration of purified DNA was determined using the Qubit 3.0 Fluorometer (Thermo Fisher Scientific) and DNA size was analysed with a Bioanalyzer High sensitivity DNA chip (Agilent Technologies).

### Analysis of RNA-Seq data

The mouse reference genome (mm10) was obtained from the iGenomes repository (https://support.illumina.com/sequencing/sequencing_software/igenome.html.). Fastq data for RNA-seq were aligned using RSEM with the following parameters (rsem-calculate-expression –paired-end –star –output-genome-bam)^42^. The clustering procedure is based on two unsupervised methods. First, the hierarchical clustering method was made with the R *heatmap.2* function using ward.D2 and the Pearson correlation as a measure of distance. Second, PCA-based clustering were processed using the R function *prcomp* with default parameters. These steps were applied to all genes as features, with TPM-based expression. The analyses of differential gene expression were performed using AltAnalyze using the following parameters (*–runICGS yes –column_method hopach –rho 0.4 –SamplesDiffering 3 –excludeCellCycle conservative –ExpressionCutoff 4 –FoldDiff* 3)^27^. In Fig. 3 we show the results with *FoldDiff*: 1.5, 2, 4, 5, 6.

We applied IPA for pathway analysis of the DEGs focusing on canonical pathways. In Fig. 2e we highlight the top five pathways ranked according the −*log(Pvalue)* of IPAs.

### ATAC-Seq data analysis

Fastq data for ATAC-seq data were processed using TrimGalore (https://github.com/FelixKrueger/TrimGalore) with the following parameters (–stringency 5 –paired –trim1 –length 30 -q 0 –a CTGTCTCTTATACACATCT) to trim adaptor sequences and then aligned using Bowtie^43^ with the following parameters (-m 1 -v 2 -S -I 0 -X 2000). Duplicated reads were removed using Picard’s MarkDuplicates (http://broadinstitute.github.io/picard/) with default settings. To account for the Tn5 transposon cleavage position in the mapped reads, we shifted the mapped reads by +4/−5 bp depending on the strand. The reads mapped to the blacklist features as defined in the ENCODE project were removed^44^. Peak calling was performed using MACS2 with the following parameters (macs2 callpeak –nomodel –nolambda –keep-dup all –call-summits)^45^. Based on this output, we created the bigWig file using UCSC bedGraphToBigwig to visually inspect the data. For clustering and correlation analysis, we filtered the significant peaks (FDR <1e-7) from the MACS2 output peak list and then the read density within a peak was calculated using featureCounts^46^. We conducted quantile normalization and GC content correction using the R package CQN^47^. For further downstream analysis, we binned the genome into 5-kbp windows and assigned the normalized read density to the corresponding bins (the peaks that spanned more than two windows were reassigned according the ratio of the base pair overlap). All feature intersections were done using BEDTools^48^. Peak annotation to given genomic features was performed using Homer^49^. Transcription factor motif analyses were performed using chromVar^32^ with JASPAR’s vertebrates’ motif set^50^. We analysed the differentially accessible regions in ATAC-seq data (Fig. 4d) using cisTopic^31^. We explored six possibilities of models (2, 5, 10, 15, 20, 25). Our analysis showed that the topic with 15 models was most suitable with the lowest log-likelihood. The pathway analysis of these topics (Fig. S5) was performed using IPA, wherein the genes were obtained from the TSS region that overlapped with topic region (BED) within +/− 1 kbp distance. The genes of the corresponding transcription factors were derived from RNA-seq data processed according to the description of the previous section (Fig. 5c). We constructed the heatmap (Fig. 5d) by first obtaining the TSS region (+/− 1 kbp) of corresponding DEGs and performed the read counting using ATAC-seq data. We further performed the GC correction on these read counts with CQN^47^.

### Statistical analysis

Statistical analyses were performed using Prism7 (GraphPad software). Data are shown as the mean ± S.E.M and statistical significance was defined at *P < 0.05 based on a one-way ANOVA followed by a Turkey’s multiple comparison test.

### Accession numbers

All sequencing data reported here are deposited at GEO and available under the Accession Number GSE116558.

## Electronic supplementary material

Supplementary info

How the deposited data were processed for this re-analysis (not part of the article)

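RNA-seq and ATAC-seq data of cultured mouse MSCs from 4 tissues were reanalysed from the processed values, without the reads. The RNA-seq libraries comprised 3 of fBM-MSCs, 2 of vBM-MSCs, 3 of A-MSCs and 3 of P-MSCs, each a biological replicate by its sample label. The paper says that the 4 tissues came from the same 3 mice; which libraries share a mouse is not stated, and the tests treat all libraries as independent. Replicate 3 of the vBM-MSCs was not analysed here. The ATAC-seq data comprised 1 peak list per tissue, to which the sample labels assign 6 samples each, from 3 replicates.

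For RNA-seq, the authors sequenced Smart-seq2 libraries, which are not strand-specific, and ran RSEM with STAR on paired reads against mm10. The expected count of each gene, as deposited, is RSEM's estimate from that alignment and is not normalized. The authors' TPM values are scaled by RSEM for effective transcript length and to a fixed sum per library. The FPKM values deposited beside them are scaled by RSEM for effective length and library size. The length and effective length of each gene, which the authors also deposited, were not used as measurements. For ATAC-seq, the authors trimmed reads with TrimGalore, aligned them with Bowtie keeping unique alignments, removed duplicates with Picard, shifted reads for the Tn5 insertion, removed blacklisted regions and called peaks with MACS2 without a model or local background. The deposited lists give the fold enrichment of each summit over the genome-wide background, as a ratio. They also give the −log10 p and the −log10 q of each summit, which the authors' MACS2 run computed from pooled reads. The summit offset of the deposited lists, in bases from the start of the region, was used to place the summits. Several summits of one region are listed separately. The software versions of these steps are not stated in the paper.

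The depth of the RNA-seq libraries ranged from 19569650 to 40517739 expected counts, with a median of 31805844 in fBM-MSCs, 37580463 in A-MSCs and 34414200 in P-MSCs. Simulated data with the dispersion of these libraries were used to test what this design detects. With 200 genes changed by 4-fold in A-MSCs, the comparison of fBM-MSCs with A-MSCs recovered 90.5% of them, and 3.72% of its calls were false. With 200 genes changed in vBM-MSCs, which have 2 libraries, the comparison of fBM-MSCs with vBM-MSCs recovered 84.5%, with 2.87% false. With nothing changed, no gene of 12249 was called. All tissues had the same spread in the simulation, as the model assumes. In the data, replicates of fBM-MSCs and vBM-MSCs were less alike than those of A-MSCs and P-MSCs. The simulated shares of false calls may therefore be too low for comparisons with bone marrow MSCs. The motif search, the overlap of regions and the permutation tests were also tested on simulated data.

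Expected counts were rounded and tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, two-sided, TMM normalization, Benjamini-Hochberg adjusted p under 0.05). One model with the 4 tissues as groups was fitted to all 11 libraries, for genes with a CPM of at least 1 in at least 2 libraries. Its contrasts were the 6 pairs of tissues, bone marrow against non-bone marrow MSCs, each tissue against the mean of the others, and the 4 tissues together. A gene was called specific to a tissue at an adjusted p under 0.05 and at least 3-fold against each other tissue, 3 being the FoldDiff of the study. Gene lists were tested with the camera test of limma 3.58.1 at an inter-gene correlation of 0.01, and the p was adjusted over 5 lists. A fold against a tissue with no counts was computed against a floor of 3 counts and is given as "at least". Profiles were compared on log2(TPM + 1) by PCA, Pearson's r, Ward's clustering and silhouette width, with one-sided exact permutation tests over all partitions of the libraries.

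Peaks were compared at the −log10 q threshold of the study, 7, with bins of 5 kb. Summits were assigned to promoters (within 1 kb of a transcription start site), exons, introns or intergenic DNA of the curated RefSeq transcripts of GRCm38, whose chromosome lengths are those of mm10. Motifs were searched as the consensus WGATAR (GATA), TGASTCA (AP-1) and TGYGGT (RUNX) within 100 bp of a summit. Promoter shares were set against 10000 random lists, in which each gene was replaced by one of the 50 genes nearest in mean expression. Of the tested genes, 11519 had a curated transcript on chromosomes 1 to 19 and 990 had none. Shares carry exact binomial 95% intervals. These computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.

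The samples and groups, the tests, the alternatives and 22 gene lists were fixed before the data were examined. The lists cover the transcription factors, the surface markers (positive and negative) and Tnfaip6 that the paper names, mismatch repair, chromosomal replication, melatonin and serotonin degradation, bone physiology, LXR/RXR activation, integrin and FAK signalling, cholesterol biosynthesis, acyl-CoA hydrolysis, Hox genes, limb and lung positional genes, sex-linked genes, and markers of macrophages, erythroid, endothelial, epithelial and mesothelial cells, adipocytes and muscle. Genes are named in the text by a rule of the same time: every gene the paper names, every gene of these lists, and for each tissue the 5 tissue-specific genes with the largest fold change to the nearest tissue among those higher in every library of that tissue than in every other library. Any further gene named was chosen after its values were seen and is marked so. The nearest-gene analysis of tissue-only regions and the tests of mesothelial and mismatch recognition genes were added after the data had been seen.

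The alternatives were no filter or a stricter filter on low counts, DESeq2 1.42.0, limma-trend, fitting 2 groups by themselves, a fold minimum of 2 or none, a block for the replicate number, fry and an estimated inter-gene correlation, other scalings and correlations for profiles, other q thresholds, bins, overlaps and windows for peaks, other region sets for motifs, and leaving out each RNA-seq library in turn. The paper's IPA, ICGS, CQN normalization, featureCounts, chromVAR and cisTopic steps were not repeated, since they need read data per sample or outside databases. With pooled peak lists, no ATAC-seq difference could be tested against replicates, and sex chromosomes are not covered by the lists.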

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

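The tests of explanations in this part were chosen only after the levels of these genes had been seen, and Wt1, Shox2 and Mgl2 were picked by hand among the genes that the naming rule allows. Each is a gene that the paper does not discuss, with a level far above the limit that a count of 0 allows.

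Wt1 had a mean of 12.4 TPM in A-MSCs and no counts in the other tissues. Other genes of the list of 12 mesothelial genes, which includes Wt1 itself, followed. Of the 10 tested, Wt1 among them, 9 were higher in A-MSCs than in the other tissues, with a median log2 fold change of 8.33. The set test gave an adjusted p of 6.82e-19 (limma's camera), or 0.000297 unadjusted with the estimated correlation. Since the set contains Wt1, the gene that prompted the test, these p-values are not independent of it. The list shares Krt8, Krt18 and Krt19 with the epithelial list. A single mislabelled library would lie nearer to another tissue over all genes, with a silhouette width under 0, but the lowest of the A-MSC libraries was 0.685. Reads belonging to another gene would not open the Wt1 promoter, which had an A-MSC peak with a −log10 q of 77.8 on chromosome 2 from 105126187 to 105127867 and none in the other lists. Epithelial cells in the cultures would bring Epcam, Cdh1 and Cldn7, whose mean TPM together was 0.39 in A-MSCs. Mesothelial cells in the A-MSC cultures may be the source, and so may a mesothelial programme of the adipose MSCs themselves; with 9 mesothelial genes higher either way, the 2 cannot be told apart in RNA from whole cultures. Upk1b, at 73.4 ± 22.8 TPM (SD, n = 3), was the most abundant mesothelial gene in A-MSCs. A difference of the tissue itself stays open and was not tested.

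Mgl2 had a mean of 14.1 TPM in P-MSCs. The lowest silhouette width of a P-MSC library over all genes, 0.823, argues against a mislabelled library. Mgl2 is a macrophage gene, and macrophages in the P-MSC cultures would bring Lyz2, which was at 2.09 TPM in P-MSCs, lower than in fBM-MSCs (27.0), vBM-MSCs (29.2) and A-MSCs (9.27). The most abundant gene of the macrophage list in P-MSCs was Cd68 at 6.18 TPM. Reads shared with the paralogue Clec10a are argued against by its expected counts, 0 in the P-MSC libraries together; Clec10a was chosen after its values were seen. None of the 4 peak lists has a summit within 1 kb of the Mgl2 transcription start site, so the transcript is not backed by an open promoter. A difference of the lung tissue may remain as an explanation and was not tested.

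Shox2 had a mean of 21.9 TPM in fBM-MSCs, against 0.55 in vBM-MSCs, 0.0633 in A-MSCs and 0.323 in P-MSCs. It lies on chromosome 3 of mm10 from 66971723 to 66981771. The lowest silhouette width of an fBM-MSC library over all genes, 0.415, argues against a mislabelled library. Other positional genes also differed by tissue (below), and reads shared between Hox paralogues might blur such patterns. A search for paralogue groups with 1 member at 10 TPM or more and another under 3 counts in the same tissue found 0 of 13, and a further test, chosen after that result, found 5 of 7 groups with members highest in different tissues. Neither test decides, since RSEM's sharing of reads between Hox paralogues and real expression of both cannot be told apart from these values. That the femur, vertebra, adipose tissue and lung differ in position is a difference of the tissues that stays open, untested.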

How the results depend on the processing

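All settings in this part were set beforehand, except those of the nearest-gene analysis and of the added gene sets. Summary values for the peak results (a mean over tissues, the excess of 1 pair over another, the lowest share, the gap between the leading or the last tissue and the next) were defined after the data were seen, which also kept this part short. For the summary results, 337 alternatives kept the direction, the side of the threshold or, for counts, stayed within 1.5 times the reported value; 40 moved further, 4 passed the threshold where the reported value did not, and 1 reversed. For named genes and single tissues or pairs, 614 stayed, 89 moved, 10 no longer passed the threshold and none reversed.

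Counts moved most with the fold minimum, except the genes differing between fBM-MSCs and vBM-MSCs, which moved most when these 2 groups were fitted by themselves. Asking for a 2-fold difference as well left 4516 genes differing among the 4 tissues and 2328 genes differing between bone marrow and non-bone marrow MSCs. By pair it left 822 genes differing between fBM-MSCs and vBM-MSCs, 2546 genes differing between fBM-MSCs and A-MSCs, 3112 genes differing between fBM-MSCs and P-MSCs, 1632 genes differing between vBM-MSCs and A-MSCs, 2490 genes differing between vBM-MSCs and P-MSCs and 1638 genes differing between A-MSCs and P-MSCs. Without a fold minimum there were 359 genes specific to fBM-MSCs, 205 genes specific to vBM-MSCs, 306 genes specific to A-MSCs and 882 genes specific to P-MSCs. Both follow from the threshold itself. Requiring at least 10 counts in every library left 53, 35, 28 and 38 in the same order, since genes silent in some tissue are no longer tested.

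With DESeq2 in place of edgeR, 8209 genes differed among the tissues and 2184 between fBM-MSCs and vBM-MSCs, among them 98.4% of the genes that edgeR called. Fitting fBM-MSCs and vBM-MSCs by themselves gave 305, with 18.6% of the genes differing between fBM-MSCs and vBM-MSCs in the full model. In that fit 5 libraries estimate the spread. Of the other fits with 5 libraries, vBM-MSCs and A-MSCs gave 2523, against 3201, but vBM-MSCs and P-MSCs gave 5024, against 4842. The number of libraries thus does not account for the fall by itself. Replicates had a mean r of 0.987 in fBM-MSCs and vBM-MSCs, 0.993 in A-MSCs and 0.996 in P-MSCs. The full model shares its spread among the tissues, so it may call too many genes between fBM-MSCs and vBM-MSCs. Without fBM-MSC replicate 2 there were 57 genes specific to fBM-MSCs, and the fits that each left out 1 library ranged from 57 to 108. Without 1 of the 9 libraries of fBM-MSCs, A-MSCs and P-MSCs, the genes differing among the 4 tissues ranged from 6538 to 7454. Contrasts of the edgeR model that involve vBM-MSCs were not tested with 1 vBM-MSC library.

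For the melatonin and serotonin degradation genes in A-MSCs, the adjusted p was 3.44e-05 with fry, against 0.0672 with camera, 0.0839 with the estimated correlation and 0.384 without a filter, and it ranged from 0.0246 to 0.116 across the fits that each left out 1 library. It was under 0.05 without fBM-MSC replicate 1 (0.0495), fBM-MSC replicate 3 (0.0246) or P-MSC replicate 1 (0.0376). The cause was not tested. Mismatch repair in P-MSCs stayed between 1.44e-17 and 0.000317 under all settings, and bone physiology between 2.72e-11 and 0.0461.

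In profiles, the mean silhouette of tissue in RNA-seq profiles lay between 0.282 (Spearman) and 0.733 in all settings. Ward's tree did not recover the 4 tissues on TPM without logarithm. Whether the paper took a logarithm is not stated in it. The 1 reversal was the femoral-vertebral minus bone marrow-non-bone marrow Pearson r, which was −0.0210 on TPM without logarithm, against 0.0152. It was 0.0336 for genes with a TPM of at least 1 in 2 libraries and 0.305 with genes scaled to unit variance. The cause was not tested.

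For peaks per tissue at FDR below 1e-7, the mean percentage was 59.6% by unique regions, 47.6% at q under 1e-10 and 98.5% at q under 0.01. For shared peak bins between tissues, the excess of the A-MSC and P-MSC pair over the bone marrow pair was 7.03 points with all deposited peaks. It was 8.15 at a −log10 q above 20, 7.06 with 1-kb bins, 6.11 for regions overlapping by 1 bp and 6.08 by 50% of both. The shares of regions are of the regions of both lists together, so their excess does not compare in size with that of the bins. For peaks at promoters, exons and introns, the lowest share was 64.0% at q under 1e-7 and 59.99% by the centres of unique regions. For promoter peaks of tissue-specific genes, the mean share was 92.5% within 5 kb, 68.4% at q under 1e-7 and 95.1% without a fold minimum. Of the consensus motifs in tissue-only peaks, the lead of A-MSCs for GATA was 16.2 points over whole regions, 9.20 with all deposited peaks and 23.1 after matching on GC content. The lead of fBM-MSCs for RUNX was 10.8 with all deposited peaks and 15.5 after matching (consensus motifs in tissue-only peaks: RUNX). The shortfall of vBM-MSCs, the lowest for AP-1, below the next tissue, A-MSCs, was 12.9 over whole regions and 7.57 with all deposited peaks (consensus motifs in tissue-only peaks: AP-1). Wider windows and looser thresholds raise any share, while the causes of the other shifts were not tested. The depth behind each peak list is unknown, which limits every comparison of peak numbers between tissues.

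The paper says that the 4 tissues came from the same 3 mice, but neither it nor the labels say that a replicate number marks a mouse. A block for the number was tried. It gave 1326 genes differing between fBM-MSCs and vBM-MSCs, 73 genes specific to fBM-MSCs and a pseudo-F of tissue in RNA-seq profiles of 13.6. Subtracting replicate effects fitted to the same values can only lower the spread within tissues. That pseudo-F is therefore raised in part by construction. The block moved no summary result across its threshold and no count by more than 1.5 times. Calls of single genes did change. Of the 1601 genes called between fBM-MSCs and vBM-MSCs, 1229 were still called with the block, and 7071 of the 7583 called among the 4 tissues. The deviations of same-numbered libraries of different tissues correlated between −0.028 and 0.148 (median 0.0333, 15 pairs), those of different-numbered ones between −0.152 and 0.152 (median −0.0121, 30 pairs), so the check neither shows nor excludes that equal numbers mark the same mouse.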

Differences from the paper's values

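Of the values that the paper states in its text, the number and the share of peaks at an FDR under 1e-7 were recomputed here, and neither differed by more than 1.5 times with the settings reported at the claims. The paper states that more than 65000 peaks per group, or about 65%, passed an FDR under 1e-7. Here 64300 passed in fBM-MSCs, 59536 in vBM-MSCs and 64057 in P-MSCs, below that number, and 71345 in A-MSCs, above it. Of the alternatives set before the data were examined, a q under 0.01 exceeded it in every group (109042, 99939, 112924 and 99223 in fBM-MSCs, vBM-MSCs, A-MSCs and P-MSCs), and neither unique regions nor a q under 1e-10 did.

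Fig. 5c labels its axis TPM. Its median for Jun in P-MSCs is about 3500 in Fig. 5c, read by eye, where the median TPM here was 46.6 and the median expected count 3422. For Jun in A-MSCs it is about 1700 in Fig. 5c, read by eye, against a TPM of 20.8 and a count of 1710. For Runx1 in A-MSCs it is about 1500 in Fig. 5c, read by eye, against 7.91 and 1524, and for Gata4 in P-MSCs about 130 in Fig. 5c, read by eye, against 1.71 and 133. On the scale of expected counts none of the 12 medians read from the figure differed by more than 1.5 times.

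Fig. 2b shows replicate 1 of the fBM-MSCs as the library with the lowest correlations. Here it was replicate 3, with a mean r to the other tissues of 0.954, while replicate 1 had 0.964. Replicate 1 was lowest under none of the alternatives set before the data were examined; replicate 3 was, except with genes scaled to unit variance, where it was P-MSC replicate 2.

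In the clustering of Fig. 4b and Fig. 4c, fBM-MSCs and vBM-MSCs lie closest and A-MSCs farthest. In the pooled peak lists A-MSCs and P-MSCs shared the most open bins (65.1%, against 57.6% for the bone marrow pair) under all 7 settings. These are shares of bins and not the read densities of the figure.

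The paper reports melatonin and serotonin degradation as enriched in A-MSCs. The list used here did not pass with camera (adjusted p = 0.0672). It did without fBM-MSC replicate 1 (0.0495), fBM-MSC replicate 3 (0.0246) or P-MSC replicate 1 (0.0376). It also passed with fry (3.44e-05), which does not compare the list with other genes and so is no test of enrichment. In A-MSCs 6 genes of the list were higher and 6 lower.

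The paper reports integrin pathways as enriched in A-MSC peaks, and cholesterol and acyl-CoA pathways in bone marrow MSC peaks, most of all in vBM-MSCs. The regions found in A-MSCs alone lay near integrin and FAK genes as often as near random lists (53.9th percentile, and 82.3rd, from 1 region, within the 1 kb of a start site that the paper used). Those in vBM-MSCs alone lay near none of the cholesterol (10.3rd percentile) or acyl-CoA genes (19.9th percentile), but the medians of the random lists were 1. Counts this small leave a shortfall or a small excess undetectable, while a large excess could show and was not seen there. The largest percentile for acyl-CoA genes in bone marrow was 86.5, for regions of both bone marrow tissues in the vBM-MSC list, an analysis added after the data had been seen, like the others of this paragraph.

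Fig. 5b orders RUNX1 accessibility as fBM-MSCs, vBM-MSCs, A-MSCs and P-MSCs. The RUNX consensus gave A-MSCs 23.7% and vBM-MSCs 21.7%, with overlapping intervals, and the same tissues at either end.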

Other observations

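The tests of explanations in this part, the comparisons with other splits of the libraries and the test of the mismatch recognition genes were chosen only after the results were seen, and the values that decide them were fixed with those results known.

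Other ways to part the same libraries gave fewer genes. Of 100 splits, only the real one, 1, gave as many genes differing among the 4 tissues, the next giving 2200. The same count, 1 of 100, held for genes differing between bone marrow and non-bone marrow MSCs (next 265), for genes specific to fBM-MSCs (next 43), genes specific to A-MSCs (next 37) and genes specific to P-MSCs (next 20), and for mismatch repair genes in P-MSCs and chromosomal replication genes in P-MSCs. For genes differing between fBM-MSCs and A-MSCs, between fBM-MSCs and P-MSCs and between A-MSCs and P-MSCs it was 1 of 10, which 3 libraries against 3 cannot go below. As large a result came from 30 of 100 splits for melatonin and serotonin degradation genes in A-MSCs. It came from 12 for bone physiology genes and from 31 for LXR/RXR genes in bone marrow MSCs. The splits regroup libraries whose tissues differ, and a camera p as small in either direction was counted. For these 3 gene sets they cannot decide whether the result is rarer than a random grouping can give.

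The higher mismatch repair genes in P-MSCs may reflect a larger share of dividing cells. The chromosomal replication list rose by a median of 2.09 on the log2 scale, more than the mismatch repair list, and Mki67, a proliferation gene on chromosome 7 chosen after its values were seen, had 5.98 ± 0.87 TPM (SD, n = 3) in P-MSCs against 0.447 in fBM-MSCs, 0.315 in vBM-MSCs and 0.52 in A-MSCs. Of the 6 mismatch recognition genes, 5 rose past the threshold as well and 1 fell without passing it (limma's camera, adjusted p = 0.00795, and 0.0298 unadjusted with the estimated correlation), so the rise was not limited to the genes that also serve replication, and whether division accounts for these genes was not tested. Transcript length or GC content is argued against, as the median stayed at 1.23 once their trend was removed. A difference in library size is argued against by the comparison with A-MSCs, whose libraries are of similar depth, where the median was 1.01. A difference in growth between the cultures and one of the lung itself stay open.

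A-MSCs and P-MSCs shared the most open bins. The number of peaks called does not account for this, since with equal numbers of regions in each list the excess over the bone marrow pair was 7.59 points. No biological explanation was tested.

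The AP-1 consensus was rare in regions found in vBM-MSCs alone. GC content is argued against, as the share was 7.61% in regions matched on GC content. The share beyond 1 kb of a start site, 7.93%, is no test of distance, since 98.2% of the vBM-MSC regions lay there anyway. In the other tissues between 97.0% and 98.2% did, so the part within 1 kb hardly differed. Low expression of AP-1 genes in vBM-MSCs is argued against by their summed TPM, 295 ± 73.0 (SD, n = 2), the highest of the tissues, against 174 in fBM-MSCs, 182 in A-MSCs and 224 in P-MSCs. The tissue itself and distances beyond 1 kb stay open, untested.

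The medians drawn in Fig. 5c may be expected counts in place of TPM. The ratio of the plotted medians to the median expected counts had a median of 0.995, ranging from 0.946 to 1.09 over 12 readings, while the ratio to the median TPM ranged from 43.4 to 189.6. Some of these counts were known when the figure was read, so the readings were not blind.

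Positional genes differed by tissue. Hoxc10 was at 19.4 ± 0.17 TPM (SD, n = 3) in fBM-MSCs and had no counts in P-MSCs, and Hoxa10 was at 23.0 in fBM-MSCs and 0.05 in P-MSCs. Hoxb7 was at 3.63 ± 5.23 (SD, n = 3) in fBM-MSCs and 30.9 in vBM-MSCs. Pax1 was at 13.9 TPM or more in the vBM-MSC libraries and at most 2.48 in any other (log2 fold change 5.69, SE 0.60, adjusted p = 8.53e-05 in edgeR's quasi-likelihood test). Tbx4 was at 7.16 ± 1.53 TPM (SD, n = 3) in P-MSCs (log2 fold change 6.70, SE 0.53, adjusted p = 2.9e-06 in the same edgeR test), and its promoter had a peak in P-MSCs alone, as had that of Tbx5.

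By list, the genes differing among the 4 tissues at an adjusted p under 0.05, of those tested, were 23 of 26 Hox genes, 11 of 15 limb and lung positional genes, 3 of 4 sex-linked genes, 36 of 41 integrin and FAK genes, 16 of 21 cholesterol genes, 7 of 9 acyl-CoA genes, 20 of 23 mismatch repair genes, 27 of 30 replication genes, 21 of 22 melatonin genes, 45 of 56 bone genes and 24 of 31 LXR/RXR genes. The positive surface markers Itgb1, Cd44, Ly6a and Vcam1 were at 851, 440, 351 and 38.8 TPM in fBM-MSCs, 895, 655, 688 and 62.6 in vBM-MSCs, 489, 385, 126 and 42.6 in A-MSCs, and 905, 373, 45.0 and 116 in P-MSCs. Of the negative ones, Cd34 was at 54.0 ± 38.1 TPM (SD, n = 3) in fBM-MSCs, with 10.2 in the lowest library, although it overlaps Gm16897, and at most 7.40 as the mean of another tissue. Tnfaip6 was at 11.3 TPM in A-MSCs and 1.01 in fBM-MSCs.

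The summed mean TPM of marker lists in fBM-MSCs, vBM-MSCs, A-MSCs and P-MSCs was 61.0, 40.6, 23.4 and 16.4 for macrophages, 0.220, 0.0150, 0.260 and 0.107 for erythroid cells, 6.54, 11.2, 43.5 and 16.1 for endothelial cells, 6.76, 12.3, 61.2 and 56.1 for epithelial cells, 8.99, 21.9, 168 and 88.1 for mesothelial cells, 59.7, 58.2, 137 and 11.8 for adipocytes, and 17.1, 278, 1129 and 772 for muscle. The endothelial list in A-MSCs was led by Emcn, at 49.5 TPM in replicate 1 against 5.51 and 2.32 in the others. Muscle was led by Acta1, at 495 and 54.5 TPM in the 2 vBM-MSC libraries. Krt19, at 54.9 TPM, led the epithelial list in P-MSCs. Xist was at 0 in all 11 libraries and Eif2s3y, on chromosome Y, between 33.4 and 48.4 TPM as the mean of each tissue.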
